# Epigenetic mechanisms regulate sex differences in cardiac reparative functions of bone marrow progenitor cells

**DOI:** 10.1038/s41536-024-00362-2

**Published:** 2024-04-29

**Authors:** Charan Thej, Rajika Roy, Zhongjian Cheng, Venkata Naga Srikanth Garikipati, May M. Truongcao, Darukeshwara Joladarashi, Vandana Mallaredy, Maria Cimini, Carolina Gonzalez, Ajit Magadum, Jayashri Ghosh, Cindy Benedict, Walter J. Koch, Raj Kishore

**Keywords:** Adult stem cells, Cell signalling

## Abstract

Historically, a lower incidence of cardiovascular diseases (CVD) and related deaths in women as compared with men of the same age has been attributed to female sex hormones, particularly estrogen and its receptors. Autologous bone marrow stem cell (BMSC) clinical trials for cardiac cell therapy overwhelmingly included male patients. However, meta-analysis data from these trials suggest a better functional outcome in postmenopausal women as compared with aged-matched men. Mechanisms governing sex-specific cardiac reparative activity in BMSCs, with and without the influence of sex hormones, remain unexplored. To discover these mechanisms, Male (M), female (F), and ovariectomized female (OVX) mice-derived EPCs were subjected to a series of molecular and epigenetic analyses followed by in vivo functional assessments of cardiac repair. F-EPCs and OVX EPCs show a lower inflammatory profile and promote enhanced cardiac reparative activity after intra-cardiac injections in a male mouse model of myocardial infarction (MI). Epigenetic sequencing revealed a marked difference in the occupancy of the gene repressive H3K9me3 mark, particularly at transcription start sites of key angiogenic and proinflammatory genes in M-EPCs compared with F-EPCs and OVX-EPCs. Our study unveiled that functional sex differences in EPCs are, in part, mediated by differential epigenetic regulation of the proinflammatory and anti-angiogenic gene CCL3, orchestrated by the control of H3K9me3 by histone methyltransferase, G9a/Ehmt2. Our research highlights the importance of considering the sex of donor cells for progenitor-based tissue repair.

## Introduction

Cardiovascular disease (CVD) is the leading cause of death in both men and women; however, the incidence of CVD in prepubescent, reproductive, and postmenopausal women is lower as compared with age-matched men^1,2^. Considering most diseases, global deaths were higher in men than women between 2007 and 2017. Amongst them, CVD-related morbidity and mortality in men were significantly higher than in women until the age of 80^1,3^. Based on evidence from some clinical trials, the incidence and deaths associated with CVD are markedly lower in women from the prepubescent stage up to three decades post-menopause as compared with aged-matched men. Sex hormones, specifically estrogen and its receptors have been suggested in several studies to be the primary cause of these cardioprotective differences in men and women^4–6^. Studies have shown that estrogen indirectly controls the vascular tone of the myocardial endothelium by nitric oxide (NO) regulation^7^. Notwithstanding, other factors such as adiponectin and silent mating-type information regulation 2 homolog 1 (SIRT1) can contribute to reactive oxygen species (ROS) reduction and NO sequestered endothelium-dependent relaxations^7,8^. Moreover, hormone therapy trials that were conducted using estrogen and progesterone have had mixed results^9–11^. A meta-analysis of 10 clinical trials, which included 38908 postmenopausal women, concluded that estrogen therapy had no effect on coronary events, myocardial infarction, revascularization, and total deaths^12^. Another review study that included an updated version of a Cochrane review published in 2013 aimed to assess the effects of hormone therapy for the prevention of cardiovascular disease in post-menopausal women^13^. The study included 19 randomized controlled trials with a total of 40,410 post-menopausal women, assessing outcomes such as all-cause mortality, cardiovascular death, myocardial infarction, stroke, venous thromboembolic events, and more. The key findings indicate that hormone therapy, whether used for primary or secondary prevention, did not confer protective effects against all-cause mortality, cardiovascular death, myocardial infarction, angina, or revascularization. Importantly, there was an increased risk of stroke and venous thromboembolic events in those receiving hormone therapy compared with those in the placebo or no treatment group^13^.

In myocardial injury, the recruitment of bone marrow cells into the ischemic myocardium in response to injury signals is well-known^14,15^. A well-studied example is that stromal-derived factor 1 alpha (SDF-1α) levels are upregulated in the heart tissue within an hour of ischemic injury, resulting in the migration of CXCR4^+^ bone marrow stem cells^16,17^. Another study showed that estrogen-regulated eNOS-mediated release of EPCs from the bone marrow, followed by matrix metalloprotease 9 (MMP-9), guided migration to the injured myocardium for vascular repair^18^. Several clinical trials have been conducted for CVDs using different stem cell populations from the bone marrow, such as EPCs, bone marrow mononuclear cells (BMMNCs), and mesenchymal stromal cells (MSC), with moderate outcomes^19–23^. Unfortunately, many of these clinical trials predominantly used male bone marrow stem cells. Based on the ACCRUE database (Meta-Analysis of Cell-based CaRdiac stUdiEs), the percentage of women in 13 different cell therapy studies for heart diseases ranged from 0 to 31%^24,25^. A subset analysis of cardiac function between women (*n* = 233) and men (*n* = 1019) who have undergone autologous stem cell therapy resulted in significant improvement in women^25^. Interestingly, the average age of women in these studies was higher than males (60 y for females vs. 56 y For males), suggesting that the therapeutic effects of cells were still evident during postmenopausal years in women^25^. While lack of information on the current hormonal status or possible hormone therapy in these women does not allow to claim sex hormone-independent mechanisms, nonetheless, data does suggest a better functional potency of female cells compared with age-match men. On the other hand, in preclinical studies, BM-derived mesenchymal stem cells (MSCs) from newborn female Sprague-Dawley rats had greater therapeutic efficacy than MSCs from newborn male rats in reducing neonatal hyperoxia-induced inflammation and vascular remodeling, suggesting that MSCs from females may be more potent at repair than MSCs from males^26^. At ages when there is greater homogeneity in sex hormone levels, some of these functional differences may be unaffected by female hormones. Only a limited number of studies have directly evaluated sex differences to show the functional superiority of female adult stem cells compared with male cells. A study showed that upon exposure to lipopolysaccharides (LPS), female mouse MSCs secreted low levels of tumor necrosis factor-alpha (TNFα) as compared with their male counterparts. These female MSCs also secreted higher amounts of vascular endothelial growth factor (VEGF) with LPS and hypoxia stimulation than male MSCs^27^. The same group later showed that intramyocardial injection of female mouse MSCs significantly improved left ventricular diastolic pressure (LVDP) and contractility compared with male mouse MSCs in a rat model of ischemic reperfusion (I/R) injury^28^. Another study showed that female rat MSCs mediated a significant increase in Bcl-xl/Bax ratio when injected intraperitoneally in a rat model of endotoxemia, leading to reduced myocardial apoptosis, inflammation, and dysfunction as compared with male MSCs^29^. The superiority of female stem/progenitor cells has primarily been associated with the influence of estrogen, estrogen receptors, and their downstream molecules rather than relying on mechanisms unaffected by sex hormones.

Although several studies show the positive effects of female sex hormones in enhancing bone marrow stem cell properties and reducing the risk of CVDs, this is an oversimplification. Women demonstrate greater cardioprotection than men even after a couple of decades post-menopause, suggesting possible cardioprotective mechanisms regardless of sex hormones. Sex differential epigenetic mechanisms, regardless of sex hormones, have been insufficiently studied as most studies focused on the role of estrogen, testosterone, and their receptors. Some of the fundamental processes of sex delineation, such as X chromosome inactivation, are regulated by epigenetic mechanisms^30^. Notably, euchromatic histone modifications such as H3K4me3, H3K27ac, and H3K36me3, as well as heterochromatic histone marks such as H3K9me3 and H3K27me3, were found to be significantly different between male and females, regulating X-chromosome inactivation as well as other functions^31^. Typically, the type of histone mark enriched on genomic regions regulates transcriptional gene repression or activation. The histone hallmarks of gene activation are euchromatin-associated, such as H3K16ac, H3K4me1/2/3, H3K9me1, etc. In contrast, heterochromatin-associated gene repressive marks are mainly H3K9me2/3, H3K27me3, and H3R2me, in addition to other posttranslational modifications such as biotinylation, SUMOylation, and citrullination^32^. Moreover, the role of histone modifiers such as histone methyltransferases, acetylases, and demethylases has been poorly understood in the context of cardiovascular disease. Our study aimed to investigate the cardioprotective epigenetic mechanisms of sex-specific EPCs following myocardial infarction (MI), regardless of sex hormone effects.

## Results

### Differential transcriptomics outlines sex differences in EPCs

The analysis of lineage-negative (Lin-) bone marrow cells revealed distinct populations, including Sca-1+, Sca-1−, CD31−, CD31+, and Sca-1+/CD31+ cells in male (Supplementary Fig. 1a), female (Supplementary Fig. 1d), and OVX mice (Supplementary Fig. 1g). We expanded magnetically selected Sca-1+/CD31+ cells in culture, confirming their EPC phenotype through morphology (Supplementary Figure 1b, e, h) and AcLDL-DiI uptake (Supplementary Fig. 1c, f, I; Supplementary Fig. 11). Whole-genome RNA transcriptomic analysis revealed 2094 differentially expressed genes between M-EPCs and F-EPCs (Fig. 1a; Supplementary Fig. 2a) and 1318 differentially expressed genes between M-EPCs and OVX-EPCs (Fig. 1b; Supplementary Fig. 2b). In contrast, only 812 genes showed differential expression between F-EPCs and OVX-EPCs despite variable estrogen status (Fig. 1c; Supplementary Fig. 2c). 

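RNA from cultured bone marrow Sca-1+/CD31+ EPCs of male mice (M-EPCs), female mice (F-EPCs) and ovariectomized female mice (OVX-EPCs) was sequenced in 3 libraries per group. The mice were 8 weeks old, and ovariectomy was at around 35 days of age. The authors mapped the reads with HISAT2, quantified expression with Cuffquant and Cuffnorm, compared the groups with DEseq, and deposited a table for each comparison of a pair of groups. Each table holds the genes past the authors' screen on fold change and FDR, with a normalized count of every gene in each of the 6 libraries. A normalized count is the number of reads divided by a size factor that the authors set for each library in each comparison. Multiplied by the size factor, 100% of the values in every library were whole reads. The size factors lay between 0.836 and 1.11 in the comparison of M-EPCs with F-EPCs. Reads on the listed genes lay between 1602317 and 2070442 per library in that comparison and between 707791 and 923145 per library in the comparison of M-EPCs with OVX-EPCs. Genes outside the tables were not used here, so the total depth of the libraries is not known. A library with 3 reads or fewer on a gene was taken as at the floor, which corresponds to between 2.69 and 3.59 normalized counts in the comparison of M-EPCs with F-EPCs. This floor covers counting error only.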

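The authors' table for M-EPCs and F-EPCs lists 2093 genes, of which 1042 were higher and 1051 lower in M-EPCs. The table for M-EPCs and OVX-EPCs lists 1317 genes, of which 549 were higher and 768 lower in M-EPCs. Limma was fitted to log2 of the normalized count plus 1 for the listed genes of each comparison. At an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 it called 2043 genes between M-EPCs and F-EPCs, 1012 of them higher and 1031 lower in M-EPCs. Between M-EPCs and OVX-EPCs it called 1301 genes, 537 of them higher and 764 lower in M-EPCs. The authors had selected the listed genes on the same libraries, so these calls describe the listed genes and show no stability. The alternative that moved the counts most was an absolute log2 fold change of at least 2, with 738 and 574 genes. The normalized counts of the 3 M-EPC libraries did not overlap those of the other 3 libraries for 2057 genes against F-EPCs (98.3%) and for 1306 genes against OVX-EPCs (99.2%), all of them genes selected for differing between these libraries. The smallest p-value that an exact permutation test of 3 libraries against 3 allows is 0.10. With size factors recomputed on the listed genes, the share of called genes that were higher in M-EPCs moved from 49.5% to 54.8% with edgeR's TMM, 39.5% with edgeR's RLE and 37.2% with DESeq2 against F-EPCs. Against OVX-EPCs it moved from 41.3% to 48.4%, 54.3% and 52.6% in the same order. These methods take most genes as unchanged, which selected genes are not, so the moves do not test the authors' size factors. Xist, on chromosome X of GRCm38 from 103460366 to 103483254, had between 43346 and 44800 reads in F-EPC libraries, between 40935 and 50237 in OVX-EPC libraries and between 0 and 6 in M-EPC libraries. The 4 chromosome Y genes Ddx3y, Kdm5d, Uty and Eif2s3y together had between 4776 and 6352 reads in M-EPC libraries and 0 in the others.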

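For F-EPCs and OVX-EPCs the authors' table lists 811 genes, 255 higher and 556 lower in F-EPCs. Reads on these genes lay between 454298 and 468833 per library. Limma called 796 of the 811 genes, 250 higher and 546 lower in F-EPCs. This count depended on the size factors more than those of the other comparisons. With size factors recomputed on the listed genes, edgeR called 355 genes with either TMM or RLE and DESeq2 called 380. The recomputed size factors raised the median log2 fold change of the listed genes by between 1.11 and 1.12. The share of called genes that were higher in F-EPCs was 65.9% with edgeR and 67.1% with DESeq2, against 31.4% with the authors' size factors. TMM, RLE and DESeq2 take most genes as unchanged, which selected genes are not. The recomputed values therefore cannot tell whether the authors' size factors or the directions are right. The 3 F-EPC libraries did not overlap the 3 OVX-EPC libraries for 802 genes (98.9%), again among genes selected on the same libraries. The plot of listed genes by comparison shows both directions.

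**Figure D1:**
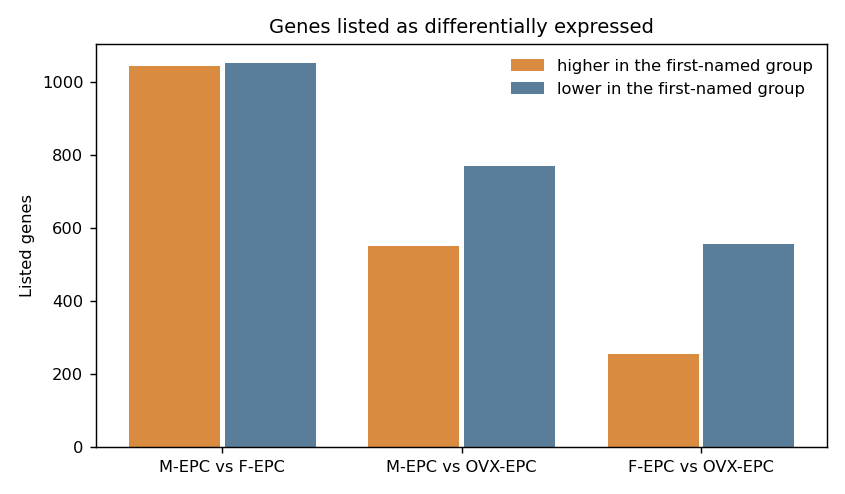
Number of genes (vertical axis) in the authors' table for each comparison (horizontal axis), split by direction in the first-named group. The bars run from 255 genes higher in F-EPCs than in OVX-EPCs to 1051 genes lower in M-EPCs than in F-EPCs.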

Notably, proinflammatory chemokines and cytokines like IFNγ, CXCL9, CCL8, CCL5, CXCL10, etc. were significantly upregulated in M-EPCs as compared with F-EPCs. 

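Ifng, which encodes IFNγ, lies on chromosome 10 of GRCm38 from 118441046 to 118445892. It had 18.7 ± 0.543 normalized counts (SD, n = 3) in M-EPCs and 0 reads in each F-EPC library, and was at least 6.39-fold higher in M-EPCs. Cxcl9, on chromosome 5 from 92321347 to 92328079, had 581.2 ± 55.8 normalized counts in M-EPCs and 13.5 ± 10.5 in F-EPCs, a log2 fold change of 5.59 (standard error 0.55, adjusted p = 3.16e-04 from limma). Ccl8, on chromosome 11 from 82115185 to 82116799, had 499.2 ± 45.2 and 12.0 ± 3.87 normalized counts, a log2 fold change of 5.30 (standard error 0.23, adjusted p = 4.25e-05). Ccl5, on chromosome 11 from 83525778 to 83530518, had 1363 ± 69.1 and 88.7 ± 17.7 normalized counts, a log2 fold change of 3.95 (standard error 0.18, adjusted p = 4.25e-05). Cxcl10, on chromosome 5 from 92346638 to 92348889, had 627.2 ± 71.2 and 42.2 ± 8.04 normalized counts, a log2 fold change of 3.87 (standard error 0.17, adjusted p = 4.25e-05). For each of these 5 genes the lowest M-EPC library was above the highest F-EPC library (exact permutation test, two-sided, p = 0.10). Among chemokine genes the table also lists Ccl2 (log2 fold change of -3.18) and Ccl7 (-3.97), which were lower in M-EPCs.

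**Figure D2:**
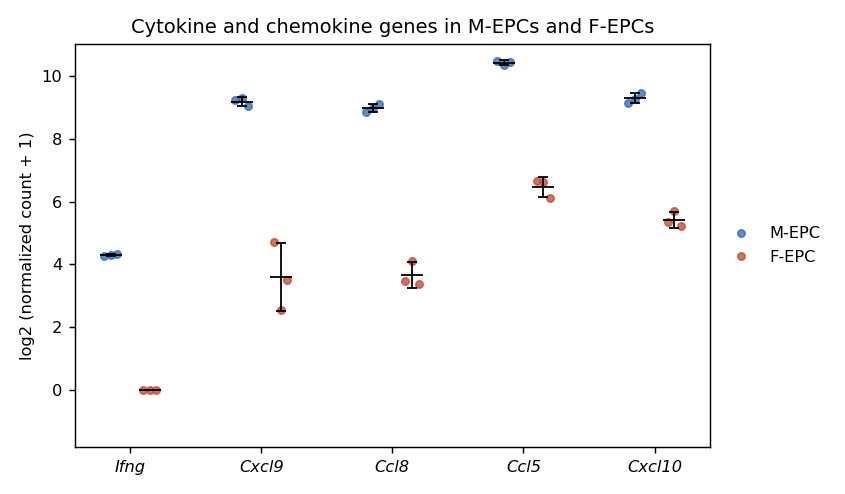
Log2 of the normalized count plus 1 (vertical axis) of 5 genes (horizontal axis) in the 3 M-EPC and 3 F-EPC libraries. Points are libraries, and bars are the mean and SD on the log2 scale. The F-EPC libraries have 0 reads of Ifng.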

(Fig. 1a). The top downregulated genes in M-EPCs as compared with F-EPCs were endothelial-specific, proangiogenic genes such as Gata2, Angiopoietin 1 (Angpt1), CXCL5, Von-Willebrand factor (Vwf) and Vascular endothelial growth factor receptor 2 (VEGFR2/Kdr) (Fig. 1a). The top 5 upregulated genes in M-EPCs compared with OVX-EPCs were Interleukin 1 beta (IL1β), CXCL9, CCL5, CXCL10 and Stat1 (Fig. 1b). Significantly downregulated genes in M-EPCs compared with OVX-EPCs were identical to the comparison with F-EPCs (Fig. 1b). Minimal differential expression was observed between F-EPCs and OVX-EPCs, indicating that the absence of female sex hormones had a minor impact on EPC transcriptomic profiles (gray area) (Fig. 1c). The top 5 significantly downregulated genes in F-EPCs compared with OVX-EPCs were H19, Des, Igfbp5, Edil3, and Stmn2 (Fig. 1c). The top 5 differentially upregulated genes in F-EPCs compared with OVX-EPCs were Itgb2l, Ly6a2, Spa17, Ltf and CD300e (Fig. 1c). Functional enrichment analysis supported these findings, highlighting genes associated with leukocyte cell-cell adhesion, leukocyte migration, and leukocyte chemotaxis in M-EPCs compared with F-EPCs (Fig. 1d) and OVX-EPCs (Fig. 1e), indicating the proinflammatory phenotype of M-EPCs. Additionally, the number of genes associated with leukocyte migration, cell-cell adhesion, and cell chemotaxis was significantly lower between F-EPCs and OVX-EPCs (Fig. 1f). Further analysis using KEGG pathway annotation showed that 381 immune system-related genes were upregulated in M-EPCs compared with F-EPCs (Fig. 1g), and 310 immune system genes were upregulated in M-EPCs compared with OVX-EPCs (Fig. 1h). In contrast, only 106 immune system genes were differentially upregulated in F-EPCs compared with OVX-EPCs (Fig. 1i). Additionally, analysis of the different EPC sex dimorphic groups using MA-plot revealed that M-EPCs exhibited high expression of C3 compared with F-EPCs and OVX-EPCs (Supplementary Figure 2d-e). Conversely, CD74, a type 2 transmembrane protein, was downregulated in F-EPCs compared with OVX-EPCs (Supplementary Fig. 2f). Comparison of sex differential EPCs using top gene ontology (Top GO) analysis of biological process (BP) showed that the top genes in M-EPCs were significantly associated with leukocyte migration, cell migration and leukocyte chemotaxis, leukocyte cell-cell interactions, T-cell regulation, etc. compared with F-EPCs (Supplementary Fig. 3a) and OVX-EPCs (Supplementary Fig. 3b). In contrast, Top GO in F-EPCs were associated with extracellular structure, external encapsulation and extracellular matrix interaction compared with OVX-EPCs (Supplementary Fig. 3c). Evaluation of the top 100 significantly differential genes using STRING highlighted strong interactions among proinflammatory genes, such as IFNγ, CCL5, CCL8, CXCL9, and CXCL10 in M-EPCs compared with F-EPCs (Supplementary Fig. 2g). Similarly, strong STRING interactions were found between CXCL9, CXCL10, CCL5, IL1β, and NOS2 in M-EPCs compared with OVX-EPCs (Supplementary Fig. 2h). In contrast, substantially fewer interactions were found in F-EPCs, with the primary interaction being between CCL2 and CCL7 with their receptors (Supplementary Fig. 2i).

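Gata2, on chromosome 6 of GRCm38 from 88193891 to 88207032, had 0, 5 and 0 reads in the 3 M-EPC libraries. Its mean was 1.50 ± 2.59 normalized counts (SD, n = 3) in M-EPCs and 102.9 ± 10.8 in F-EPCs, a log2 fold change of -5.87 (standard error 0.71, adjusted p = 6.89e-04 from limma). Angpt1, on chromosome 15 from 42424723 to 42676977, had 5.69 ± 0.295 and 127.8 ± 14.8 normalized counts, a log2 fold change of -4.26 (standard error 0.12, adjusted p = 1.50e-05). Cxcl5, on chromosome 5 from 90759360 to 90761624, was read 0, 8 and 0 times in M-EPC libraries and had 26.5 ± 5.64 normalized counts in F-EPCs, a log2 fold change of -3.75 (standard error 0.89, adjusted p = 0.00872). Vwf, on chromosome 6 from 125546774 to 125686679, had 232.04 ± 18.3 and 2351 ± 53.1 normalized counts, a log2 fold change of -3.34 (standard error 0.10, adjusted p = 1.51e-05). Kdr, on chromosome 5 from 75932827 to 75978458, had 65.0 ± 6.65 and 343.3 ± 23.9 normalized counts, a log2 fold change of -2.38 (standard error 0.12, adjusted p = 5.12e-05). In the authors' table, the absolute log2 fold change, ranked over genes of both directions, ranked 37 for Gata2, 210 for Angpt1, 347 for Cxcl5, 353 for Vwf and 608 for Kdr. By the p-value, Vwf shared rank 1 with the other genes among 52 that had a p-value of 0. Kdr ranked 390, Angpt1 539, Gata2 674 and Cxcl5 1287 by the p-value. Beside Xist and Gata2, the genes among the 5 with the lowest log2 fold change in limma were Ccr7 (-6.15), Selp (-6.11) and Mcpt8 (-5.72). The Ccr7 and Mcpt8 reads were at the floor in every M-EPC library, so that Ccr7 was at least 30.1-fold and Mcpt8 at least 17.1-fold lower.

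**Figure D3:**
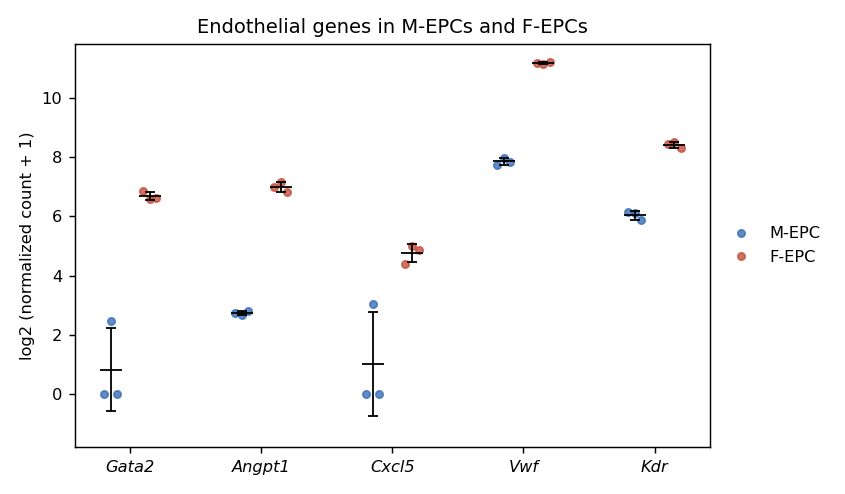
Log2 of the normalized count plus 1 (vertical axis) of 5 genes (horizontal axis) in the 3 M-EPC and 3 F-EPC libraries. Points are libraries, and bars are the mean and SD on the log2 scale. M-EPC libraries lie below F-EPC libraries for each gene.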

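Il1b, on chromosome 2 of GRCm38 from 129364570 to 129371139, had 153.6 ± 11.1 normalized counts (SD, n = 3) in M-EPCs and 17.0 ± 10.1 in OVX-EPCs, a log2 fold change of 3.32 (standard error 0.53, adjusted p = 0.00161 from limma). Cxcl9 had 594.2 ± 57.5 and 73.95 ± 9.86 normalized counts, a log2 fold change of 2.99 (standard error 0.16, adjusted p = 6.81e-05). Ccl5 had 1393 ± 71.0 and 198.1 ± 4.25 normalized counts, a log2 fold change of 2.81 (standard error 0.12, adjusted p = 3.51e-05). Cxcl10 had 641.2 ± 72.1 and 99.4 ± 31.1 normalized counts, a log2 fold change of 2.72 (standard error 0.26, adjusted p = 2.94e-04). In limma the genes with the highest log2 fold change in this comparison were the chromosome Y genes Ddx3y (10.96), Uty (10.63), Eif2s3y (10.25) and Kdm5d (9.93), followed by Gbp2b (6.40), which encodes a guanylate-binding protein.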

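Among the genes lower in M-EPCs than in OVX-EPCs, Gata2 had 137.9 ± 21.0 normalized counts (SD, n = 3) in OVX-EPCs and a log2 fold change of -6.28 (standard error 0.71, adjusted p = 4.77e-04 from limma). Angpt1 had 5.82 ± 0.298 normalized counts in M-EPCs and 177.7 ± 38.6 in OVX-EPCs, a log2 fold change of -4.69 (standard error 0.20). Cxcl5 had 52.4 ± 10.6 normalized counts in OVX-EPCs and a log2 fold change of -4.70 (standard error 0.87). Vwf had 237.2 ± 18.7 and 3452 ± 194.9 normalized counts, a log2 fold change of -3.86 (standard error 0.13), and Kdr had 66.5 ± 6.87 and 368.6 ± 38.5, a log2 fold change of -2.45 (standard error 0.16). The authors' tables for M-EPCs against F-EPCs and against OVX-EPCs share 807 genes. Of these, 459 were lower in M-EPCs in both comparisons, which is 43.7% of the 1051 genes lower than in F-EPCs and 59.8% of the 768 genes lower than in OVX-EPCs. In both comparisons 337 genes were higher in M-EPCs, and 11 changed in opposite directions. The M-EPC libraries are common to both comparisons.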

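The tables of the 3 comparisons together list 2810 genes, and 123 genes are listed in all of them. Of the genes that differed between F-EPCs and OVX-EPCs, 435 also differed between M-EPCs and F-EPCs. Among these, 259 were higher in M-EPCs and lower in F-EPCs than in OVX-EPCs, 137 were lower in M-EPCs and higher in F-EPCs than in OVX-EPCs, and 39 were lower in both. The median absolute log2 fold change of the genes in the authors' tables was 1.62 between M-EPCs and F-EPCs, 1.82 between M-EPCs and OVX-EPCs and 1.68 between F-EPCs and OVX-EPCs. An absolute log2 fold change of at least 2 was given for 770, 585 and 301 genes in the same order.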

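H19, Des, Igfbp5, Edil3 and Stmn2 had 0 reads in each of the 3 F-EPC libraries, so that their differences are lower bounds. H19, on chromosome 7 of GRCm38 from 142575529 to 142578143, had 27.7 ± 15.9 normalized counts (SD, n = 3) in OVX-EPCs and was at least 9.14-fold lower in F-EPCs. Des, on chromosome 1 from 75360329 to 75368579, had 24.6 ± 5.19 normalized counts and was at least 8.12-fold lower. Igfbp5, on chromosome 1 from 72857932 to 72874884, had 21.8 ± 7.07 normalized counts and was at least 7.18-fold lower. Edil3, on chromosome 13 from 88821472 to 89323223, had 20.4 ± 0.296 normalized counts and was at least 6.74-fold lower. Stmn2, on chromosome 3 from 8509360 to 8561606, had 19.8 ± 2.69 normalized counts and was at least 6.53-fold lower. Ccl8, at 12.5 ± 4.00 normalized counts in F-EPCs and 318.4 ± 59.0 in OVX-EPCs, had a log2 fold change of -4.59 (standard error 0.26, adjusted p = 1.08e-04 from limma). With a pseudocount of 1, limma placed Ccl8 behind Des and H19 and ahead of Igfbp5 and Edil3.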

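Itgb2l, Ly6a2 and Spa17 were at the floor of 3 reads or fewer in every OVX-EPC library. Itgb2l, on chromosome 16 of GRCm38 from 96422288 to 96443619, had 11.5 ± 4.10 normalized counts (SD, n = 3) in F-EPCs and was at least 3.95-fold higher in F-EPCs than in OVX-EPCs. Ly6a2 had 10.1 ± 0.837 normalized counts in F-EPCs and was at least 3.46-fold higher. Spa17, on chromosome 9 from 37603290 to 37613722, had 7.45 ± 3.25 normalized counts and was at least 2.55-fold higher. Ltf, on chromosome 9 from 111019271 to 111042767, had 109.5 ± 24.8 normalized counts in F-EPCs and 5.21 ± 2.50 in OVX-EPCs, a log2 fold change of 4.21 (standard error 0.35, adjusted p = 2.70e-04 from limma). Cd300e, on chromosome 11 from 115051917 to 115062177, had 26.6 ± 16.0 and 1.60 ± 1.99 normalized counts, a log2 fold change of 3.56 (standard error 0.68, adjusted p = 0.00372). In limma the second highest log2 fold change was that of ENSMUSG00002076173 (3.91), with 2876, 265 and 124 reads in the F-EPC libraries and 76, 14 and 26 in the OVX-EPC libraries. Ly6a2 lies on chromosome 15 from 75131292 to 75135128, and the separate gene Ly6a, for which RefSeq gives Sca-1 as a synonym, lies on chromosome 15 from 74994877 to 74998031. Ly6a, chosen after its values were seen, had 596.8 ± 28.3 and 240.6 ± 28.6 normalized counts, a log2 fold change of 1.31.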

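The authors' tables carry GO terms for 1362 of the genes listed between M-EPCs and F-EPCs and for 874 of those listed between M-EPCs and OVX-EPCs. Between M-EPCs and F-EPCs, leukocyte cell-cell adhesion was given for 82 genes, of which 36 were higher in M-EPCs. Leukocyte migration was given for 81 genes, 34 of them higher in M-EPCs, and leukocyte chemotaxis for 59 genes, 26 of them higher. Between M-EPCs and OVX-EPCs the same terms were given for 66, 57 and 40 genes, of which 19, 14 and 13 were higher in M-EPCs. The share of genes higher in M-EPCs did not differ between the genes inside and outside any of these terms (Fisher's exact test, two-sided, adjusted p between 0.664 and 1 in a family of 15 tests). Genes are not independent replicates. The paper takes these GO categories, together with its results on single genes, as support for a proinflammatory phenotype of M-EPCs.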

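Between F-EPCs and OVX-EPCs, 636 listed genes carry GO terms, of which 42 carry leukocyte migration, 42 leukocyte cell-cell adhesion and 40 cell chemotaxis. These numbers were lower than the 81, 82 and 69 between M-EPCs and F-EPCs and the 57, 66 and 50 between M-EPCs and OVX-EPCs. As a share of the genes with GO terms, leukocyte migration had 5.95% between M-EPCs and F-EPCs, 6.52% between M-EPCs and OVX-EPCs and 6.60% between F-EPCs and OVX-EPCs. Leukocyte cell-cell adhesion had 6.02%, 7.55% and 6.60% in the same order, and cell chemotaxis 5.07%, 5.72% and 6.29%. The shares between F-EPCs and OVX-EPCs did not differ from those of the other comparisons (Fisher's exact test, two-sided, adjusted p between 0.826 and 1 in a family of 10 tests). The compared lists share genes and libraries, which the test takes as independent, so its p-values describe the lists only.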

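The authors' tables carry KEGG pathways for 1265 of the genes listed between M-EPCs and F-EPCs and for 759 of those listed between M-EPCs and OVX-EPCs. Of these, 214 and 160 genes belonged to at least 1 of the 22 pathways of the KEGG class immune system. In M-EPCs 91 of the 214 genes were higher and 123 lower than in F-EPCs, and 52 of the 160 genes were higher and 108 lower than in OVX-EPCs. The share that was higher in M-EPCs was 42.5% inside and 42.4% outside these pathways against F-EPCs (Fisher's exact test, two-sided, p = 1). Against OVX-EPCs it was 32.5% inside and 29.0% outside (Fisher's exact test, two-sided, p = 0.436). With an absolute log2 fold change of at least 2, 34 genes of these pathways were higher in M-EPCs than in F-EPCs and 18 were higher than in OVX-EPCs.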

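Of the 568 listed genes with KEGG pathways between F-EPCs and OVX-EPCs, 106 belonged to the immune system pathways, of which 31 were higher and 75 lower in F-EPCs. The share that was higher in F-EPCs was 29.2% inside and 28.1% outside these pathways (Fisher's exact test, two-sided, p = 0.812). With size factors recomputed by DESeq2, 41 of the 106 genes were higher and 65 lower in F-EPCs. That setting raised the median log2 fold change of all listed genes by 1.12, so it does not test these directions.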

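C3, on chromosome 17 of GRCm38 from 57203970 to 57228136, encodes complement component C3. It had 4832 ± 132.4 normalized counts (SD, n = 3) in M-EPCs and 571.3 ± 17.7 in F-EPCs, a log2 fold change of 3.08 (standard error 0.09, adjusted p = 1.50e-05 from limma). Against OVX-EPCs, with 723.5 ± 3.38 normalized counts, the log2 fold change was 2.77 (standard error 0.12, adjusted p = 3.39e-05). The difference between groups was larger than the spread between libraries in both comparisons, with all M-EPC libraries above all others (exact permutation test, two-sided, p = 0.10).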

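Cd74, on chromosome 18 of GRCm38 from 60803848 to 60812652, had 2797 ± 160.1 normalized counts (SD, n = 3) in F-EPCs and 15000 ± 980.3 in OVX-EPCs, a log2 fold change of -2.42 (standard error 0.12, adjusted p = 1.03e-04 from limma). In M-EPCs it had 78118 ± 1667 normalized counts, a log2 fold change of 4.86 against F-EPCs and of 2.44 against OVX-EPCs. With size factors recomputed on the listed genes the log2 fold change between F-EPCs and OVX-EPCs was -1.31 with edgeR's TMM. That setting raised the median of all genes listed in this comparison by 1.11.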

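Cell chemotaxis was given for 69 genes listed between M-EPCs and F-EPCs, 33 higher and 36 lower in M-EPCs, and for 50 genes listed between M-EPCs and OVX-EPCs, 14 higher and 36 lower. In the same tables leukocyte chemotaxis made up 4.33% and 4.58% of the genes with GO terms. Enrichment against all expressed genes was not computed, since genes outside the tables were not used here.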

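Extracellular matrix organization was given for 54 genes listed between F-EPCs and OVX-EPCs, of which 8 were higher and 46 lower in F-EPCs. Lower genes remained the larger part with size factors recomputed by edgeR's TMM (35 of 44 genes) and by DESeq2 (44 of 54). These genes were 8.49% of the genes with GO terms, against 2.94% between M-EPCs and F-EPCs (Fisher's exact test, two-sided, adjusted p = 1.75e-06) and 3.32% between M-EPCs and OVX-EPCs (adjusted p = 8.98e-05). The list shares 435 genes with the first and 292 with the second, and libraries with both. The test takes the lists as independent, so its p-values describe the lists only. The share of higher genes inside the term, 14.8%, did not differ from the 28.4% outside it after adjustment (Fisher's exact test, two-sided, p = 0.0369, adjusted p = 0.184 in a family of 15 tests).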

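In the authors' table for M-EPCs and F-EPCs, the p-value ranked 90 for Ccl5, 191 for Cxcl10, 225 for Ccl8, 573 for Cxcl9 and 1067 for Ifng. The absolute log2 fold change in the same table ranked 19 for Ifng, 69 for Cxcl9, 75 for Ccl8 and 278 for Cxcl10, with Ccl5 between Ccl8 and Cxcl10. Protein interactions were not analysed here.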

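In the authors' table for M-EPCs and OVX-EPCs, the p-value ranked 43 for Ccl5, 103 for Cxcl9, 136 for Cxcl10, 304 for Il1b and 471 for Nos2. Nos2, on chromosome 11 of GRCm38 from 78920787 to 78960254, had 78.4 ± 19.1 normalized counts (SD, n = 3) in M-EPCs and 13.1 ± 4.12 in OVX-EPCs, a log2 fold change of 2.51 (standard error 0.30, adjusted p = 5.55e-04 from limma).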

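Ccl2, on chromosome 11 of GRCm38 from 82035571 to 82037453, had 1697 ± 148.3 normalized counts (SD, n = 3) in F-EPCs and 357.7 ± 31.4 in OVX-EPCs, a log2 fold change of 2.24 (standard error 0.13, adjusted p = 1.26e-04 from limma). Ccl7, on chromosome 11 from 82045712 to 82047525, had 1713 ± 87.4 and 253.0 ± 34.6 normalized counts, a log2 fold change of 2.76 (standard error 0.15, adjusted p = 1.03e-04). By the p-value in the authors' table, Ccl7 ranked 17 and Ccl2 ranked 28. Ccl5 (log2 fold change of -1.14) and Cxcl10 (-1.16) were lower in F-EPCs with the authors' size factors. With edgeR's TMM their log2 fold changes were -0.02 and -0.09, but TMM raised the median of all listed genes by 1.11. It takes most genes as unchanged, which selected genes are not, so it cannot decide whether Ccl5 and Cxcl10 differ.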

**Fig. 1:**
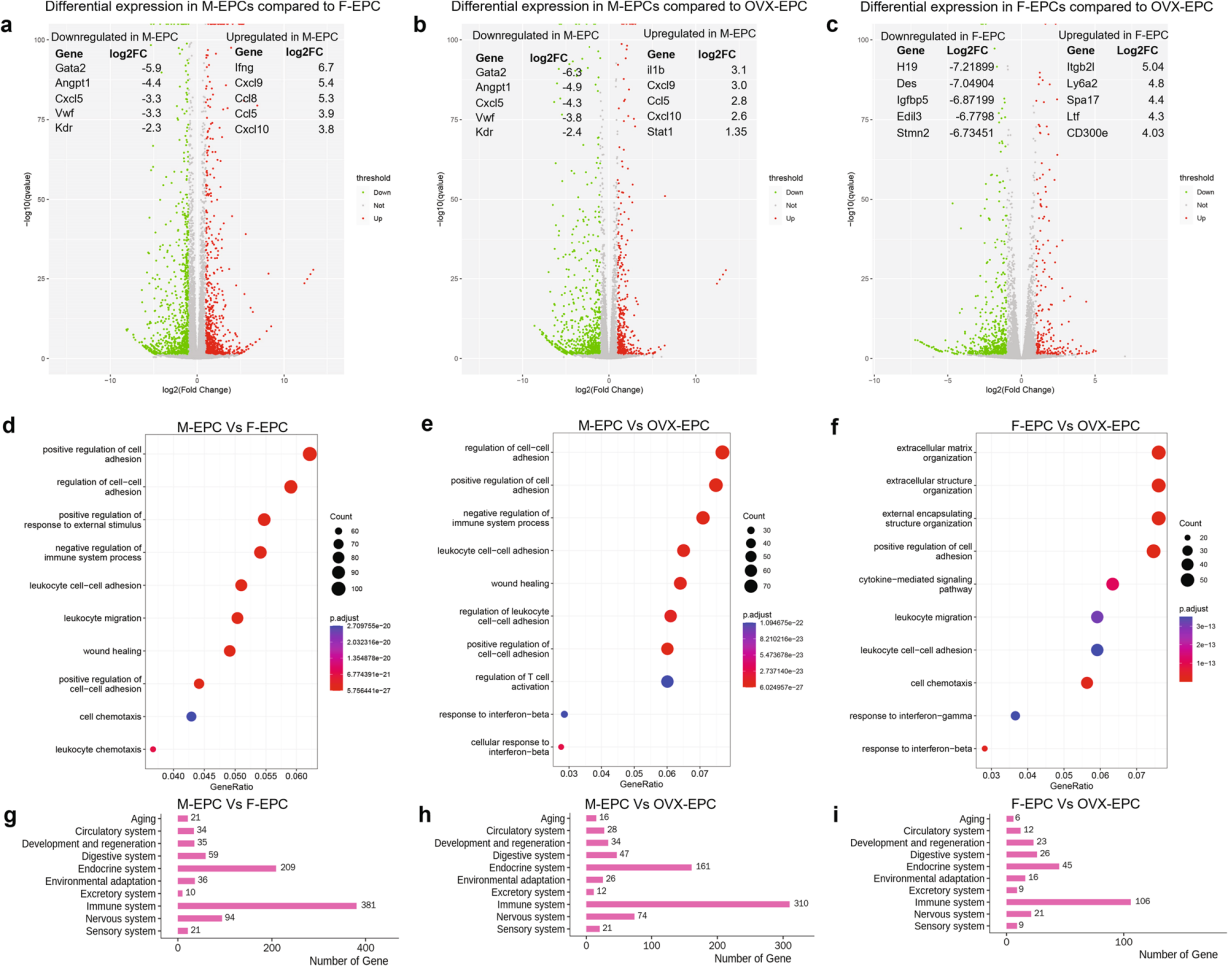
Analysis of whole-transcriptome RNA sequencing of male, female and OVX-EPCs. **a** Volcano plot of RNA sequencing analysis showing 2094 differentially expressed genes in M-EPC compared with F-EPC; Top 5 downregulated genes in M-EPCs: Gata2 (Log2FC: −5.9; *P* ≤ 1.31E−16), Angpt1 (Log2FC: −4.4; *P* ≤ 1.49E−24), CXCL5 (Log2FC: −3.3; *P* ≤ 7.59E−05), vWF (Log2FC: −3.3; *P* ≤ 0), and VEGFR2/Kdr (Log2FC: −3.3; *P* ≤ 9.94E-39); top 5 upregulated genes in M-EPCs: IFNγ (Log2FC: 6.7; *P* ≤ 1.14E−06), CXCL9 (Log2FC: 5.4; *P* ≤ 3.62E−22), CCL8 (Log2FC: 5.37; *P* ≤ 1.66E−83), CCL5 (Log2FC: 3.9; *P* ≤ 1.89E−211), and CXCL10 (Log2FC: 3.89; *P* ≤ 3.66E−100). **b** Volcano plot showing 1318 differentially expressed genes in M-EPCs compared with OVX-EPCs. Top 5 downregulated genes in M-EPCs: Gata2 (Log2FC: −6.3; *P* ≤ 2.61E−19), Angpt1 (Log2FC: −4.9; *P* ≤ 2.05E-30), CXCL5 (Log2FC: −4.3; *P* ≤ 0.0027), vWF (Log2FC: −3.8; *P* ≤ 0), and VEGFR2/Kdr (Log2FC: −2.4; *P* ≤ 2.00E-39); Top 5 upregulated genes in M-EPCs: IL1β (Log2FC: 3.1; *P* ≤ 3.86E-20), CXCL9 (Log2FC: 3.0; *P* ≤ 8.23E−76), CCL5 (Log2FC: 2.8; *P* ≤ 2.01E−163), Cxcl10 (Log2FC: 2.6; *P* ≤ 8.01E−52), Stat1 (Log2FC: 1.3; *P* ≤ 3.65E−138). **c** Volcano plot showing 812 differentially expressed genes in F-EPCs compared with OVX-EPCs. Top 5 downregulated genes in F-EPCs: H19 (Log2FC: −7.21; *P* ≤ 1.18E−07), Des (Log2FC: −7.04; *P* ≤ 1.46E−07), Igfbp5 (Log2FC: −6.8; *P* ≤ 4.93E−07), Edil3 (Log2FC: −6.7; *P* ≤ 6.99E−07) and Stmn2 (Log2FC: −6.7; *P* ≤ 9.49E−07). Top 5 upregulated genes in F-EPCs: Itgb2l (Log2FC: 5.04; *P* ≤ 0.0007), Ly6a2/Sca-1 (Log2FC: 4.8; *P* ≤ 0.001), Spa17 (Log2FC: 4.4; *P* ≤ 0.006), Ltf (Log2FC: 4.39; *P* ≤ 3.59E−20), Cd300e (Log2FC: 4.03; *P* ≤ 1.31E−05). **d** Gene ontology classification of M-EPC compared with F-EPC. **e** Gene ontology classification of M-EPC compared with OVX-EPC. **f** Gene ontology classification of F-EPC compared with OVX-EPC. KEGG pathway annotation; **g** M-EPC vs. F-EPC; **h** M-EPC vs. OVX EPC and **i** F-EPC vs. OVX-EPC.

### Female EPCs exhibit a reparative secretome and promote angiogenesis in vitro independent of estrogen effects

Evaluation of proangiogenic and inflammatory genes using a gene array in sex differential EPCs show high levels of proangiogenic genes such as Angpt-1, Integrin subunit β3 (ITGB3), Midkine (MDK), Platelet-derived growth factor A (PDGF-A), and VEGFR2, etc., and low expression of proinflammatory interferon-gamma (IFNγ), tumor necrosis factor-alpha (TNFα) and interleukin-1-beta (IL1β) in F-EPCs and OVX-EPCs compared with M-EPCs (Fig. 2a). Using qRT-PCR, we further confirmed the gene expression of key angiogenic genes reported extensively in literature. We found significantly high expression of Angpt-1, VEGFR2/Kdr and eNOS in F-EPCs and OVX-EPCs compared with M-EPCs (Fig. 2b). Exceptionally, gene expression of VEGF in F-EPCs was lower compared with M-EPCs and OVX-EPCs (Fig. 2b). We then confirmed that gene expression levels of IL1β, IFNγ and TNFα were significantly higher in M-EPCs compared with F-EPCs and OVX-EPCs (Fig. 2c). Importantly, no differences in the expression of the three inflammatory genes were found between F-EPCs and OVX-EPCs (Fig. 2c).

**Fig. 2:**
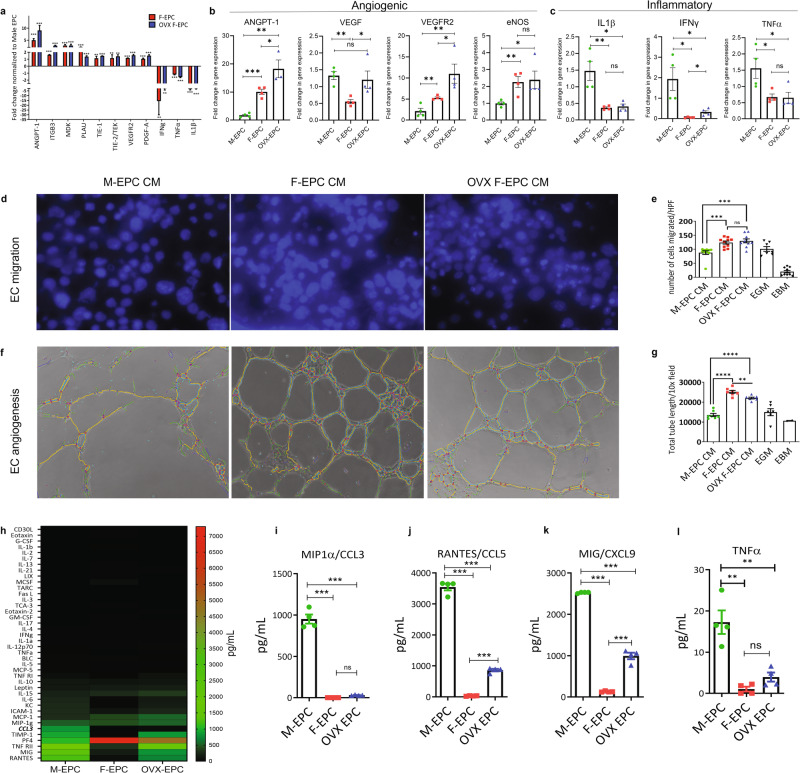
Angiogenic and inflammatory activity of sex differential EPCs. **a** Proangiogenic and inflammatory gene expression array of F-EPC and OVX EPCs normalized to the expression of M-EPC. **b** qPCR gene expression of key angiogenic factors, Angpt-1, VEGF, VEGFR2/Kdr, and eNOS. **c** qPCR gene expression of inflammatory factors, IL1β, IFNγ, and TNFα. F-EPC and OVX-EPC CM promoted significantly higher migration (**d**, **e**) and tube formation (**f**, **g**) of MCECs compared with M-EPCs. Lesser differences in function were observed between F-EPC and OVX-EPC (**d**–**g**). EGM and EBM (basal medium) were used as positive and negative controls, respectively. **h** Heat map representation of the protein dot blot shows high expression of inflammatory factors in M-EPC CM compared with F-EPC and OVX EPC CM. Graphical representation of Inflammatory factors based on quantitative ELISA array shows M-EPCs secrete high levels of CCL3 (**i**), CCL5 (**j**), CXCL9 (**k**), and TNFα (**l**). The total magnification of 2000× and 1000× was used for EC migration and tube formation, respectively. *P < 0.01; **P < 0.001; ***P < 0.0005; ****P < 0.0001. Data are shown as mean ± s.e.m.

Next, we compared the in vitro angiogenic functions elicited by sex-dimorphic EPCs. The conditioned medium (CM) was collected from Sca-1^+^/CD31^+^ selected sex differential EPCs and was used to assess the migration and angiogenic tube formation activity using MCECs. F-EPC and OVX EPC CM promoted significantly higher EC migration compared with M-EPC CM (Fig. 2d, e). There was no significant difference between the F-EPC and OVX EPC secretome in promoting endothelial cell migration. The F-EPC and OVX EPC CM induced robust tube formation with significantly longer tube lengths (Fig. 2f, g) compared with M-EPC CM. Both F-EPCs and OVX-EPCs CM elicited efficient angiogenic functions, indicating no dependency on estrogen mechanisms.

The high expression of proinflammatory factors IL1β, IFNγ, and TNFα in M-EPCs and their low expression in both F-EPCs and OVX-EPCs prompted us to evaluate their inflammasome further. We quantified a comprehensive panel of 40 proinflammatory factors in the secretome of EPCs. We found that, overall, M-EPCs secreted higher levels of proinflammatory factors such as RANTES/CCL5, MIG/CXCL9, TNFRII, TIMP-1, CCL3, ICAM-1, KC and TNFα compared with F-EPCs and OVX-EPCs (Fig. 2h). Amongst the proinflammatory factors, CCL3 was highly secreted by the male EPCs in large quantities (951.7 ± 109.9 pg/mL) compared with significantly low secretion in F-EPCs and OVX EPCs (30.2 ± 23 pg/mL; *P* ≤ 0.0001) (Fig. 2i). Some of the other pernicious inflammatory factors, such as CCL5 (Fig. 2j), CXCL9 (Fig. 2k), and TNFα (Fig. 2l), were secreted in significantly high levels by the M-EPCs compared with F-EPCs and OVX-EPCs. Upon examining the magnitude of angiogenic and proinflammatory factors, fewer differences were observed between F-EPCs and OVX-EPCs, highlighting sex hormone-independent regulation of their paracrine secretome.

### Female EPCs elicit superior post-MI reparative properties independent of estrogen influence

Prior to comparing the therapeutic efficacy of Sca-1+/CD31+ EPCs, we wanted to evaluate if female endogenous bone marrow cells migrate to the ischemic myocardium post-MI to elicit enhanced remodeling compared with male bone marrow irrespective of female sex hormone influence. Therefore, we conducted cross-sex bone marrow transplantation (BMT) experiments. Bone marrow from male, female, and OVX C57BL/6-Tg(UBC-GFP)30Scha/J mice were transplanted into irradiated C57BL/6 J male mice, and the graft was allowed five weeks for reconstitution. The recipient male mice then underwent MI surgery to evaluate the dynamics of sex-dimorphic bone marrow mobilization and repair in the ischemic myocardium. We observed high mobilization of GFP^+^ cells in post-MI hearts of all male mice reconstituted with varied bone marrow (Supplementary Fig. 4a–c). Although not significant, we observed a trend of improved cardiac function in post-MI mice transplanted with female BM compared with mice with male BM (Supplementary Fig. 4). Strikingly, male recipients of OVX BM showed significantly improved %EF and %FS compared with male (**P = 0.002) and female (*P = 0.02) BM chimeric mice. Mice transplanted with female and OVX female BM showed smaller infarct size and significantly protected capillaries compared with mice with male BM (Supplementary Fig. 4). Previous studies have shown that 20% of the cells that migrate to the injured myocardium are Sca-1^+^/CD31^+^/VEGFR2^+^ EPCs that attempt to repair ischemic tissue^33^. These results encouraged us to further evaluate the differential cardiac reparative role of sex dimorphic EPCs in post-MI repair regardless of female sex hormone influence. Culture-expanded male, female, and OVX Sca-1/CD31 EPCs (2 × 10^5^ cells/mouse) were intramyocardially transplanted into male hearts post LAD ligation to compare their cardiac reparative functions post-MI (Fig. 3). Post-MI therapeutic outcomes, irrespective of sex hormone status, were significantly improved with the intracardiac transplantation of F-EPCs compared with their male counterparts. Transplantation of F-EPCs and OVX-EPCs resulted in 90% survival of mice compared with 60% survival in the M-EPCs injected group (Fig. 3a). We found that cardiac functions were significantly preserved with the injection of F-EPCs and OVX EPCs in post-MI male mice. F-EPC injection significantly preserved %EF (Fig. 3b) and %FS (Fig. 3c) compared with M-EPC on days 7, 14, 21 and 28 of echocardiographic assessment. OVX-EPC injection also showed significant preservation of %EF (Fig. 3b) on days 7 and 28 and %FS (Fig. 3c) on days 21 and 28 compared with M-EPC injected mice. Importantly, no significant differences between the F-EPC and OVX EPC treatment groups suggested no influence of sex hormones. Post-MI male mice injected with F-EPCs and OVX-EPCs exhibited significantly lower heart weight/tibia length (HW/TL) compared with M-EPC-injected mice (Fig. 3d). The HW/TL was considerably higher in M-EPC-injected post-MI mice compared with the vehicle-injected group (Fig. 3d). Corresponding to the heart weight, LV end-systolic (LVESD) (Fig. 3e) and end-diastolic diameter (LVEDD) (Fig. 3f) as well as LV end-systolic (LVESV) (Fig. 3g) and end-diastolic volumes (LVEDV) (Fig. 3h) were found to be significantly higher in M-EPC injected group compared with F-EPC and OVX-EPC group of mice.

**Fig. 3:**
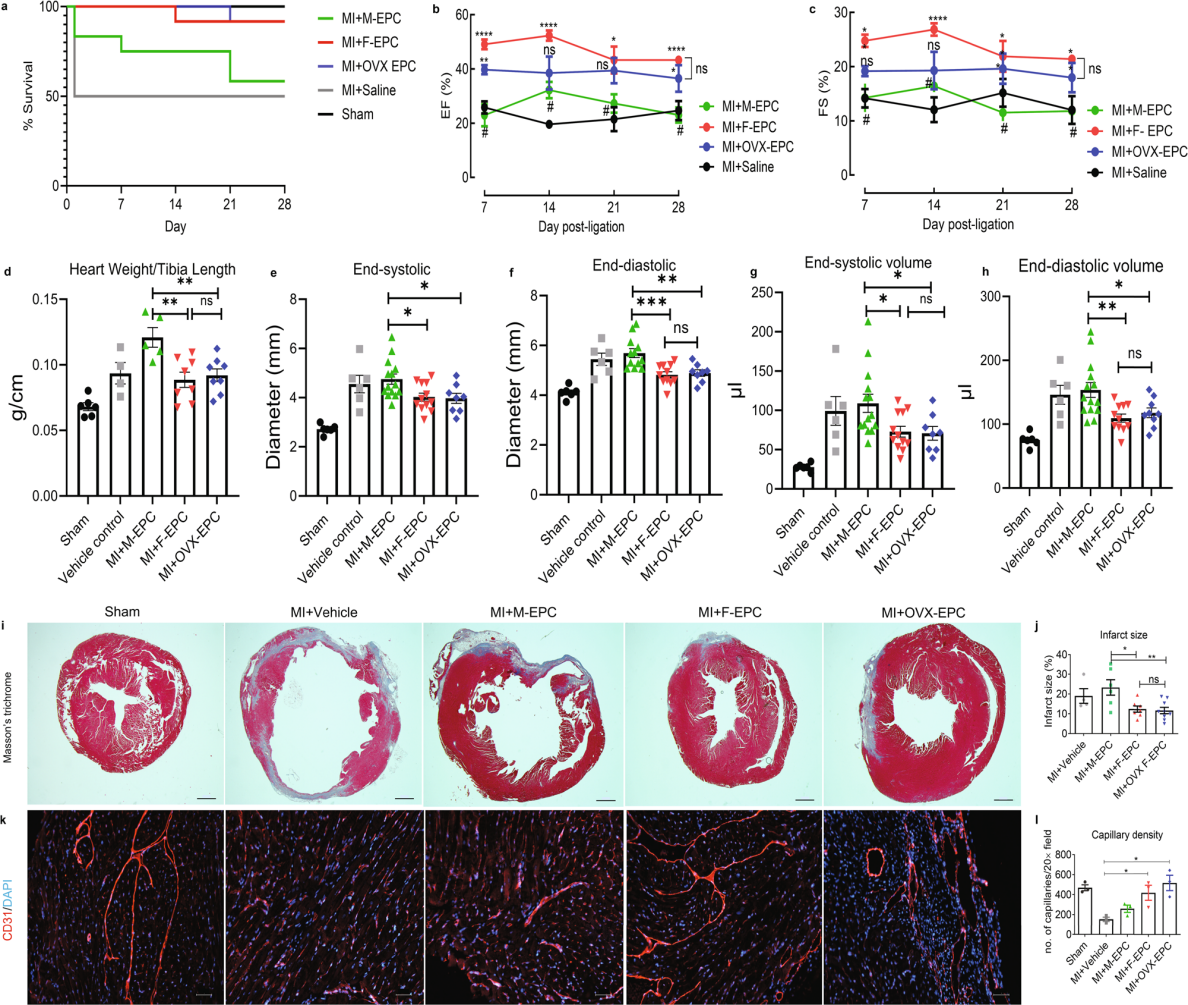
Post-MI reparative properties of male, female, and OVX-EPCs. **a** Transplantation of F-EPC and OVX-EPCs resulted in 90% survival of mice compared with 60% survival in recipients of M-EPCs. **b** F-EPC injection resulted in significantly improved %EF evaluated on all days, 7 (****P < 0.0001 vs. M-EPC), 14 (****P < 0.0001 vs. M-EPC), 21 (*P < 0.01 vs. M-EPC) and 28 (****P < 0.0001 vs. M-EPC). OVX-EPC injection significantly improved %EF on days 7 (**P < 0.001 vs. M-EPC) and 28 (*P < 0.01 vs. M-EPC) post-MI. **c** F-EPC injection significantly improved %FS on days, 7 (*P < 0.01 vs. M-EPC), 14 (****P < 0.0001 vs. M-EPC), 21 (*P < 0.01 vs. M-EPC) and 28 (*P < 0.01 vs. M-EPC). OVX-EPC injection significantly improved %FS on days 21 (*P < 0.01 vs. M-EPC) and 28 (*P < 0.01 vs. M-EPC). F-EPC and OVX-EPC injection in post-MI mice maintained significantly lower HW/TL (**d**), end-systolic diameter (**e**), end-diastolic diameter (**f**), end-systolic volume (**g**) and end-diastolic volume (**h**) compared with M-EPCs. No significant differences were observed between F-EPCs and OVX-EPCs in all the measured cardiac functions (**a**–**f**). **i**, **j** Masson’s trichrome staining showed significantly higher infarct size in the MI + M-EPC injected group compared with the MI + F-EPC and MI + OVX EPC injected group; scale bar = 1000 μm. **k**, **l** Angiogenic evaluation by measurement of capillary density using immunofluorescent CD31 staining shows a significantly higher number of capillaries in F-EPC and OVX-EPC injected groups compared with M-EPCs and Vehicle control group. Data are shown as mean ± s.e.m. Cohort; Sham (*n* = 6), Vehicle (*n* = 8), M-EPC (*n* = 12), F-EPC (*n* = 12), OVX-EPC (*n* = 12). *P < 0.01; **P < 0.001; ***P < 0.0005; ****P < 0.0001; scale bar = 50 μm. Data are shown as mean ± s.e.m.

Histological analysis using Masson’s trichrome staining showed reduced fibrosis and infarct size (Fig. 3i, j) in post-MI hearts injected with female and OVX EPCs, suggesting greater cardiac contractility compared with the male EPC injected group and the vehicle group. Notably, the left ventricular wall was well-protected from further ischemic damage in the F-EPC and OVX-EPC injected group compared with the M-EPC group (Fig. 3i). CD31 staining of vasculature in the post-MI heart tissues injected with female and OVX female EPCs showed significantly increased angiogenesis, evidenced by increased capillary density in the ischemic border zone compared with mice treated with male EPCs or vehicle (Fig. 3k, l) (Supplementary Fig. 4a).

### M-EPC injection post-MI promotes lymphocyte infiltration and inflammation

Post-MI, immune cells of hematopoietic origin infiltrate the injured myocardium within 3–4 days in mice^34^. Therefore, we investigated the effect of transplanting M-EPC, F-EPC, and OVX-EPC intramyocardial transplantation post-MI on leukocyte infiltration and tissue inflammation (Fig. 4). Immunohistochemical evaluation showed that intra-cardiac Injection of M-EPC resulted in the significantly greater infiltration of CD45+ cells predominantly localized in the ischemic border zone compared with F-EPC and OVX EPC on day 3 post-MI (Fig. 4a, b; Supplementary Fig. 5b). The extent of lymphocyte infiltration in the M-EPC-injected mice was significantly higher than that of mice that received vehicle injections, indicating the role of injected EPCs in orchestrating the infiltration of CD45+ cells. On day 28, the number of CD45+ lymphocytes remained significantly high in the cardiac tissues of mice injected with M-EPC compared with post-MI heart tissues injected with F-EPC and OVX-EPCs (Fig. 4c, d; Supplementary Fig. 5c). Since M-EPCs secrete high levels of CCL3 compared with significantly low levels by F-EPCs and OVX-EPCs, we evaluated the expression of CCL3 in post-MI hearts of the different treatment groups. We found high levels of CCL3 expression in the post-MI heart tissues of mice injected with M-EPCs compared with lower expression in mice hearts injected with F-EPC, OVX-EPC, or vehicle (Fig. 4d, f).

**Fig. 4:**
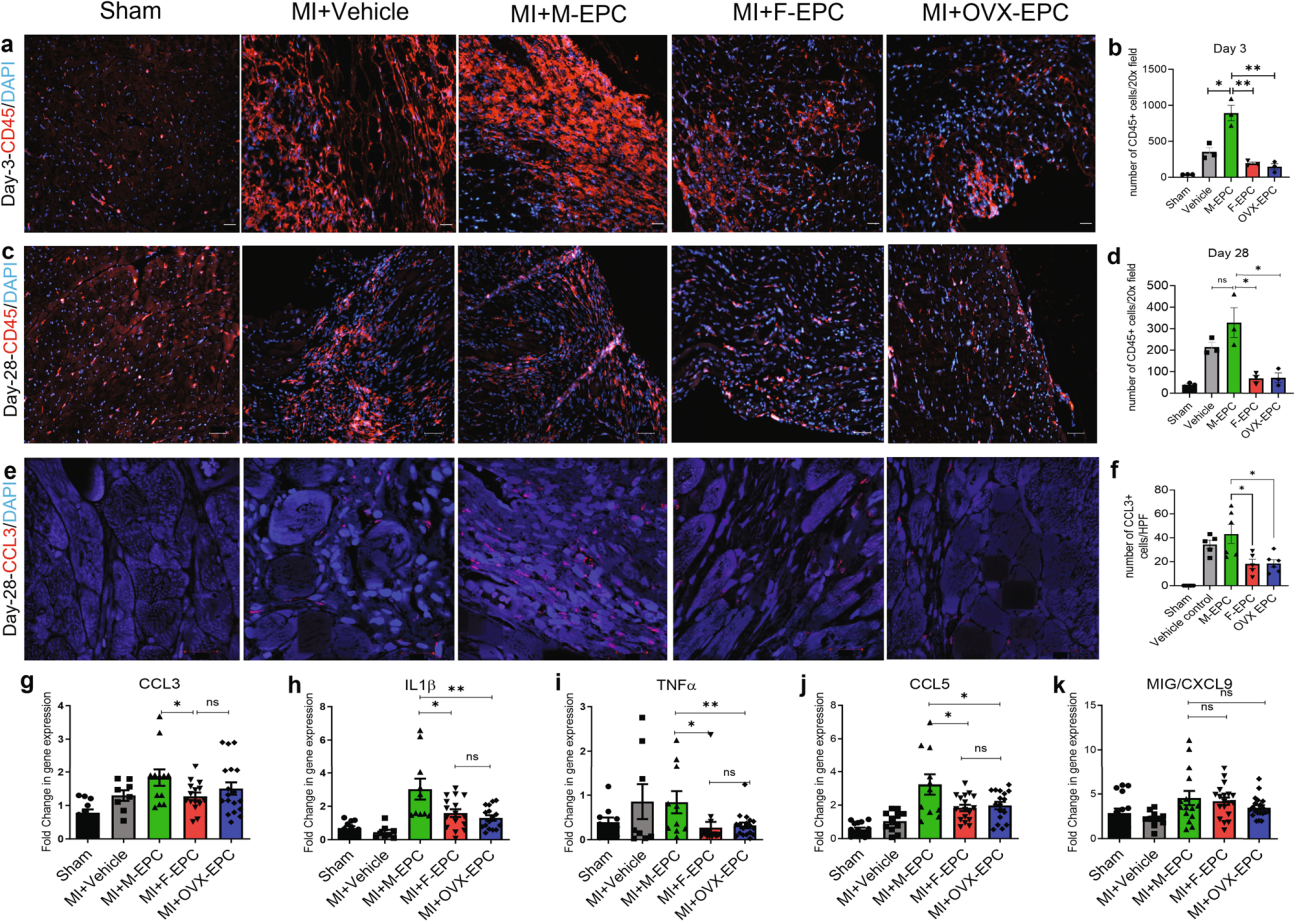
Leukocyte infiltration and tissue inflammation. **a**, **b** Injection of M-EPC prompted high infiltration of CD45+ leukocytes compared with vehicle control and female injection groups on day 3 and day 28 post-MI. F-EPC and OVX EPC resulted in significantly low CD45+ cell infiltration on day 3 (**P = 0.003) and day 28 post-MI (**P = 0.003) (**c**, **d**); scale bar = 50 μm. **e**, **f** On day 28 post-MI, we found that injection of M-EPCs resulted in high localization of CCL3 compared with low levels of CCL3 in heart tissues of other groups; scale bar = 20 μm. M-EPC injection post-MI resulted in significantly high mRNA expression of proinflammatory genes: CCL3 (**g**), IL1β (**h**), TNFα (**i**), and CCL5 (**j**) compared with F-EPCs and OVX-EPCs. Levels of CXCL9 (**k**) remained unchanged in the cell treatment groups. *P < 0.01; **P < 0.001. Data are shown as mean ± s.e.m.

To further evaluate the inflammatory milieu post-transplantation in response to sex-specific EPC treatments, we examined cardiac tissue expression of proinflammatory cytokines on day 28. Post-MI hearts injected with M-EPCs showed significantly augmented expression of proinflammatory genes, CCL3 (Fig. 4g), IL-1β (Fig. 4h), TNFα (Fig. 4i), CCL5 (Fig. 4j) and CXCL9 (Fig. 4k) compared with F-EPC and OVX-EPC. Overall, we observed that the expression of most proinflammatory genes was higher in hearts injected with M-EPCs (Fig. 4g). We speculated that the presence of injected EPCs may be contributing to the differential inflammatory milieu. Therefore, we evaluated and confirmed the presence of GFP^+^ EPCs on day 28 post-MI tissues, likely influencing sex differential inflammation dynamics (Supplementary Fig. 5d). We also assessed the presence of proinflammatory molecules in the serum of mice from the various treatment groups on Day 3 (Supplementary Fig. 5e) and Day 28 (Supplementary Fig. 5f) post-MI. Overall, we found that the serum of mice injected with M-EPCs had higher levels of proinflammatory factors, especially IFNγ and IL-6, on day 3 (Supplementary Fig. 5e). Of notable interest, on day 28, the serum of mice injected with M-EPCs had substantially low levels of IL-10, an anti-inflammatory molecule known to be secreted by M2 macrophages, suggesting that polarization of macrophages to the M2 phenotype was limited in the M-EPC injected group (Supplementary Fig. 5f).

### EPCs demonstrate sex differences in regulating monocyte migration and polarization in vitro and in vivo

Our previous analysis found that proinflammatory cytokines and chemokines such as CCL3 were highly synthesized and secreted by the M-EPCs compared with very low secretion by F-EPCs and OVX EPCs (Fig. 1). Therefore, we hypothesized that high levels of proinflammatory factors secreted by the M-EPCs, especially CCL3, largely contribute to leukocyte infiltration post-MI. To evaluate the same function in vitro, we used CM from male, female, and OVX EPCs to assess in vitro monocyte migration (Fig. 5a, b). We observed that M-EPC CM significantly promoted the migration of monocytes compared with F-EPC and OVX EPC CM (Fig. 5a, b). Furthermore, neutralization of CCL3 in the M-EPC CM using CCL3-N-pAb significantly abrogated the in vitro migration of monocytes (Fig. 5a, b), confirming that CCL3 is a significant contributing factor to monocyte migration. Importantly, no differences in promoting monocyte migration were observed between the F-EPC and OVX-EPC secretomes (Fig. 5a, b).

**Fig. 5:**
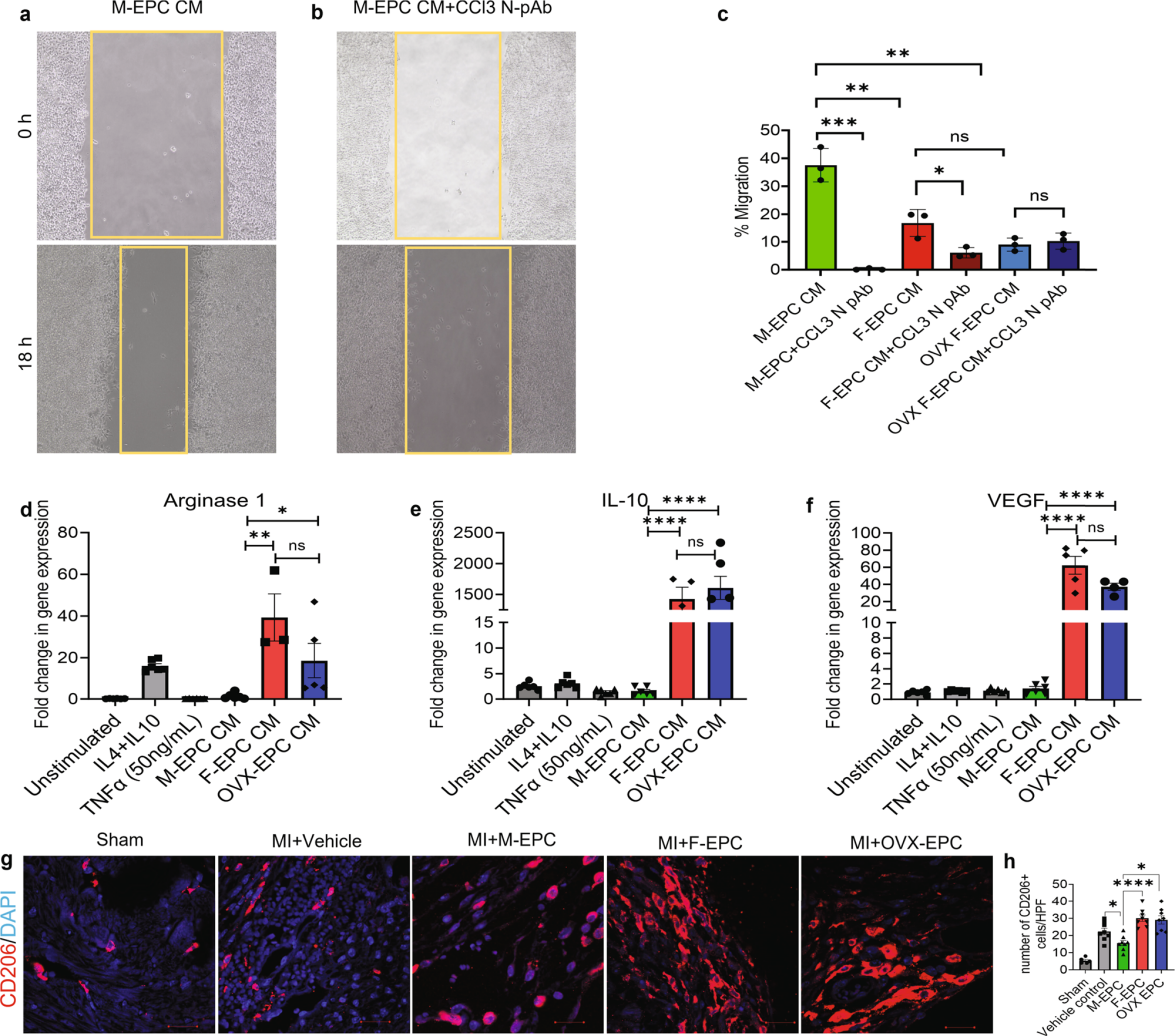
Monocyte migration and polarization. **a** Male EPC CM containing high levels of inflammatory cytokines promoted greater migration of monocytes at 18 h of inducing them in a scratch assay in vitro. **b**, **c** Inhibition of CCL3 using CCL3-neutralizing polyclonal antibody (CCL3-N-pAb) in M-EPC CM significantly inhibited the migration of monocytes. **c** Lower migration of monocytes was promoted by F-EPC and OVX-EPC. Inhibition of CCL3 in F-EPC and OVX EPC had low or no effect on monocyte migration. F-EPC and OVX-EPC CM promoted polarization of monocytes into a macrophage M2-like phenotype, resulting in upregulated expression of Arginase 1 (**d**), IL-10 (**e**), and VEGF (**f**). Male EPC did not promote alternative switching of monocytes to the M2 phenotype. **d**–**f** TNFα was used on activated monocytes to induce the M1 phenotype switch as a positive control. IL-4 and IL-10 stimulated monocytes were used as a positive control for the M2 phenotype. **g**, **h** significantly high numbers of CD206^high^M2 cells were found in heart tissue sections of mice injected with F-EPC and OVX-EPC compared with the M-EPC injected group. Vehicle and sham hearts were also stained with CD206 as controls. *P < 0.01; **P < 0.001; ***P < 0.0005; ****P < 0.0001; scale bar = 20 μm. Data are shown as mean ± s.e.m. *n* = 3–7.

Next, we checked if the differential EPC secretomes could regulate monocyte polarization and elicit a secondary response to EPC repair mechanisms (Fig. 5d–f). We found that F-EPC and OVX-EPC promoted the polarization of activated monocytes to a macrophage M2-like phenotype by upregulating the expression of arginase-1 (Fig. 5d), IL-10 (Fig. 5e) and VEGF (Fig. 5f), all of which are known to be expressed in high levels by M2 macrophages. On the contrary, we found that CM from M-EPCs did not promote polarization toward M2-like macrophages (Fig. 5c–f). Consequently, we examined the number of CD206^hi^ M2-like cells in the cardiac tissues of mice injected with different EPCs. Consistent with our in vitro findings, we found significantly higher numbers of CD206^hi^ cells in post-MI hearts of mice injected with F-EPCs and OVX-EPCs compared with low numbers in the M-EPCs-injected group, suggesting that M-EPC injection may inhibit macrophage phenotype-switching and inherent repair mechanisms (Fig. 5g, h). On the contrary, F-EPCs, irrespective of estrogen dependence, are likely to induce alternative switching of macrophages to further promote repair in the ischemic myocardium. These data support our finding of lower IL-10 levels in the serum of mice injected with M-EPCs at day 28 (Supplementary Fig. 5f).

### Differential genomic H3K9me3 occupancy influences sex differences in EPCs

Histone modifications, particularly H3 modifications, have been well-studied and implicated in gene silencing or activation. We postulated that differential angiogenic and inflammatory functions of male and female EPCs are not due to female sex hormone influence but due to underlying epigenetic modifications. Initially, we estimated posttranslational modifications of H3 using a quantitative multiplex ELISA array approach using histone extracts of M-EPCs, F-EPCs, and OVX-EPCs (Supplementary Fig. 6a). We found that the expression of several H3 marks was significantly higher in M-EPCs than in F-EPC and OVX-EPCs. Although we initially found sex differential expression of several histone modifications, we chose to focus on the genomic distribution of H3K9me3 further, as it is a constitutive gene repression mark and differentially expressed in male, female, and OVX EPCs (Supplementary Fig. 6b). We then subjected the three different EPCs to whole-genome CUT&Tag-IT^TM^ sequencing, specific to H3K9me3. We found that M-EPCs had marked genome-wide enrichment of H3K9me3 specific regions compared with F-EPCs and OVX EPCs based on the IGV browser screenshot (Supplementary Fig. 6c) as well as the genome-wide heat map (Fig. 6a). Upon further analysis of only the promoter/TSS regions between the EPC groups, we found significantly high H3K9me3 occupancy at TSS/promoter regions in M-EPCs compared with F-EPCs and OVX-EPCs (Fig. 6b), supported by higher signal intensity of H3K9me3 peaks in M-EPCs (Fig. 6c) at the TSS between −3kb and 3 kb compared with F-EPCs (Fig. 6d) and OVX-EPCs (Fig. 6e). Pie-chart analysis of the H3K9me3 occupancy on different locations on the genome showed that M-EPC promoter regions were highly methylated (31.88%) (Supplementary Fig. 7a) compared with F-EPC (19.99%) (Supplementary Fig. 7b) and OVX EPC (22.02%) (Supplementary Fig. 7c). Overall, less variation was observed between the F-EPC and OVX EPC despite the presence or absence of sex hormones. Gene ontology (GO) analysis showed that M-EPC were highly methylated in most biological processes, molecular functions, and cellular components, indicating that M-EPC may be less functional than F-EPC and OVX EPC (Supplementary Fig. 7d, e). For instance, H3K9me3 peak annotations associated with cytoplasm, nucleus, nucleolus and protein binding were substantially higher in M-EPCs (Supplementary Fig. 7d) compared with F-EPCs (Supplementary Fig. 7e) and OVX-EPCs (Supplementary Fig. 7f). KEGG-pathway analysis showed a differential methylation pattern of pathways between male and female EPCs (Supplementary Fig. 7g–i). M-EPCs showed lesser H3K9me3 occupation in TNF pathway genes with a gene ratio ≤0.025 (Supplementary Fig. 7g). In contrast, high H3K9me3 occupancy was seen in TNF pathway genes with a gene ratio of ~0.03 (Supplementary Fig. 7h). Moreover, in the F-EPCs, MAPK signaling genes were enriched by H3K9me3 occupancy with a gene ratio of ~0.06 (Supplementary Fig. 7h). In the OVX-EPCs, H3K9me3 enrichment of TNF signaling pathway genes was higher than M-EPCs (gene ratio ≥;=0.025) (Supplementary Fig. 7i). In addition, T cell receptor pathway genes were enriched with H3K9me3 with a gene ratio of 0.03 (Supplementary Fig. 7i).

**Fig. 6:**
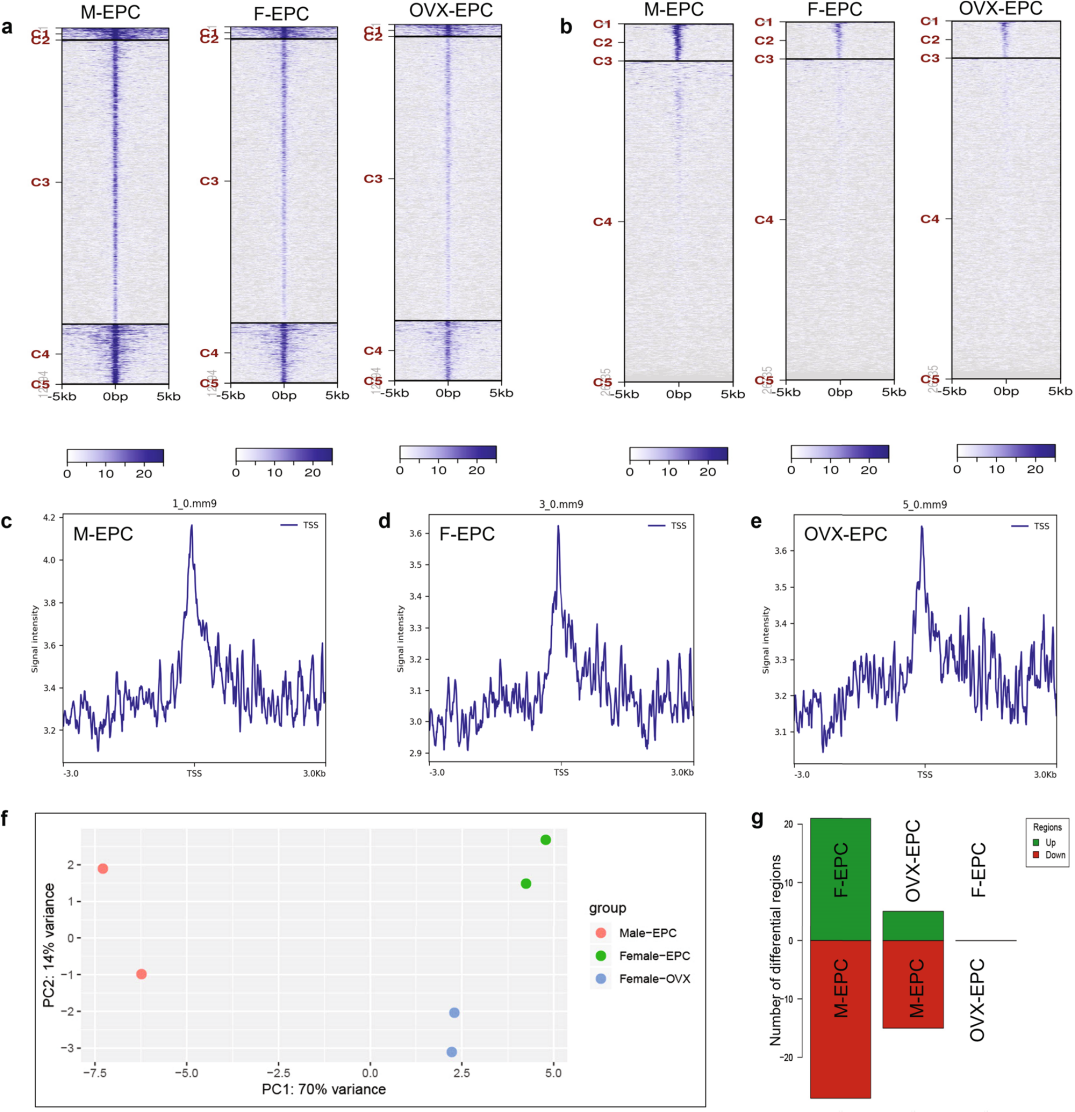
Whole genome CUT&Tag sequencing of M-EPC, F-EPC, and OVX EPC. Heat map showing whole-genome H3K9me3 occupancy in merged regions (**a**) and TSS/Promoter regions (**b**) in male, female, and OVX EPCs within a −5 kb to 5 kb window. Peaks representing signal frequency at TSS of M-EPC (**c**), F-EPC (**d**), and OVX-EPC (**e**). Principal component analysis (PCA) showing substantially high variance in H3K9me3 genomic occupancy between male EPCs and female EPCs, irrespective of female sex hormones (**f**). Significantly less variance is seen between F-EPCs and OVX-EPCs. Bar graph indicating a high number of differentially methylated regions between M-EPCs and F-EPCs or OVX-EPCs (**g**). Least differentially methylated regions were found between F-EPCs and OVX-EPCs.

### G9a/Ehmt2 histone methyltransferase controls the expression and secretion of inflammatory and reparative factors in EPCs

After getting a sex differential genome-wide snapshot of H3K9me3 occupancy (Fig. 6), we checked the H3K9me3 methylation status at the CCL3 gene and found high amounts of methylation in the TSS/promoter region of F-EPC and OVX EPC on the CCL3 gene indicating gene inactivation (Fig. 7a). In contrast, we did not see any H3K9me3 occupancy at the TSS of M-EPCs (Fig. 7a), reflecting their CCL3 expression and secretion (Fig. 2i). In addition, we investigated H3K9me3 occupancy in some of the key angiogenic gene regions such as Angpt-1, VEGFR2 and eNOS (Supplementary Fig. 8). We found higher H3K9me3 occupancy at the TSS of Angpt-1 (Supplementary Fig. 8a) as well as VEGFR2 (Supplementary Fig. 8c) in M-EPCs but not in F-EPCs and OVX-EPCs. Higher H3K9me3 occupancy at the TSS of Angpt-1 and VEGFR2 gene regions in M-EPC was reflected in their significantly lower gene expression in M-EPC compared with high expression on F-EPCs and OVX-EPCs (Supplementary Fig. 8b, d). Although no H3K9me3 occupancy was observed in the eNOS gene region, its gene expression in M-EPCs was lower compared with F-EPCs and OVX-EPCs, likely due to the higher expression of angiogenic ligands and receptors in female EPCs. It has been established that G9a/Ehmt2 histone methyltransferase catalyzes H3K9 trimethylation^15,35^. Therefore, we hypothesized that inhibiting G9a in EPCs using a small molecule inhibitor, BIX-01294, could inhibit G9a, reduce H3K9me3 methylation of several inflammatory genes, and enhance their secretion (Fig. 7b). The inhibition of G9a by BIX-01294 dramatically altered the secretome of M-EPCs, F-EPCs and OVX-EPCs, with varying magnitude (Fig. 7c). Although the levels of most proinflammatory factors such as CCL2, CCL5, IL-1β, IFNγ, TNFα, etc., increased, the quantities of CCL3 increased with the highest magnitude, particularly in F-EPCs and OVX-EPCs compared with M-EPCs explaining the tighter control of CCL3 by G9a induced H3K9me3 in female EPCs irrespective of estrogen influence (Fig. 7c, d). Although the levels of proinflammatory factors significantly increased in M-EPCs, the fold change of CCL3 secretion (Fig. 7d) was lower in M-EPCs compared with that of F-EPCs and OVX-EPCs (Fig. 7d). Female EPCs secreted the highest amounts of proinflammatory factors followed by OVX EPC and M-EPC with respect to fold change post-G9a inhibition by BIX-01294 (Fig. 7d). We observed a similar response in VEGF secretion upon BIX treatment (Fig. 7e). Using the CM from untreated and BIX-01294 treated sex dimorphic EPCs, we checked their in vitro angiogenic functionality (Fig. 7f, g). The CM from epigenetically modified EPCs with high amounts of CCL3 substantially inhibited in vitro angiogenesis despite the presence of proangiogenic factors. Inhibition of CCL3 in the CM using a neutralizing antibody specific to CCL3 significantly restored in vitro angiogenesis, likely promoted by VEGF, indicating that CCL3 is detrimental to angiogenesis (Fig. 7f, g). In addition, we used the CM from BIX-treated sex differential EPCs to evaluate the migration of monocytes in a scratch wound model system (Supplementary Fig. 9). CM from BIX-treated male, female, and OVX EPCs secreted high levels of CCL3 and promoted monocyte migration. Inhibition of CCL3 in CM from all types of EPCs significantly inhibited monocyte migration (Supplementary Fig. 9).

**Fig. 7:**
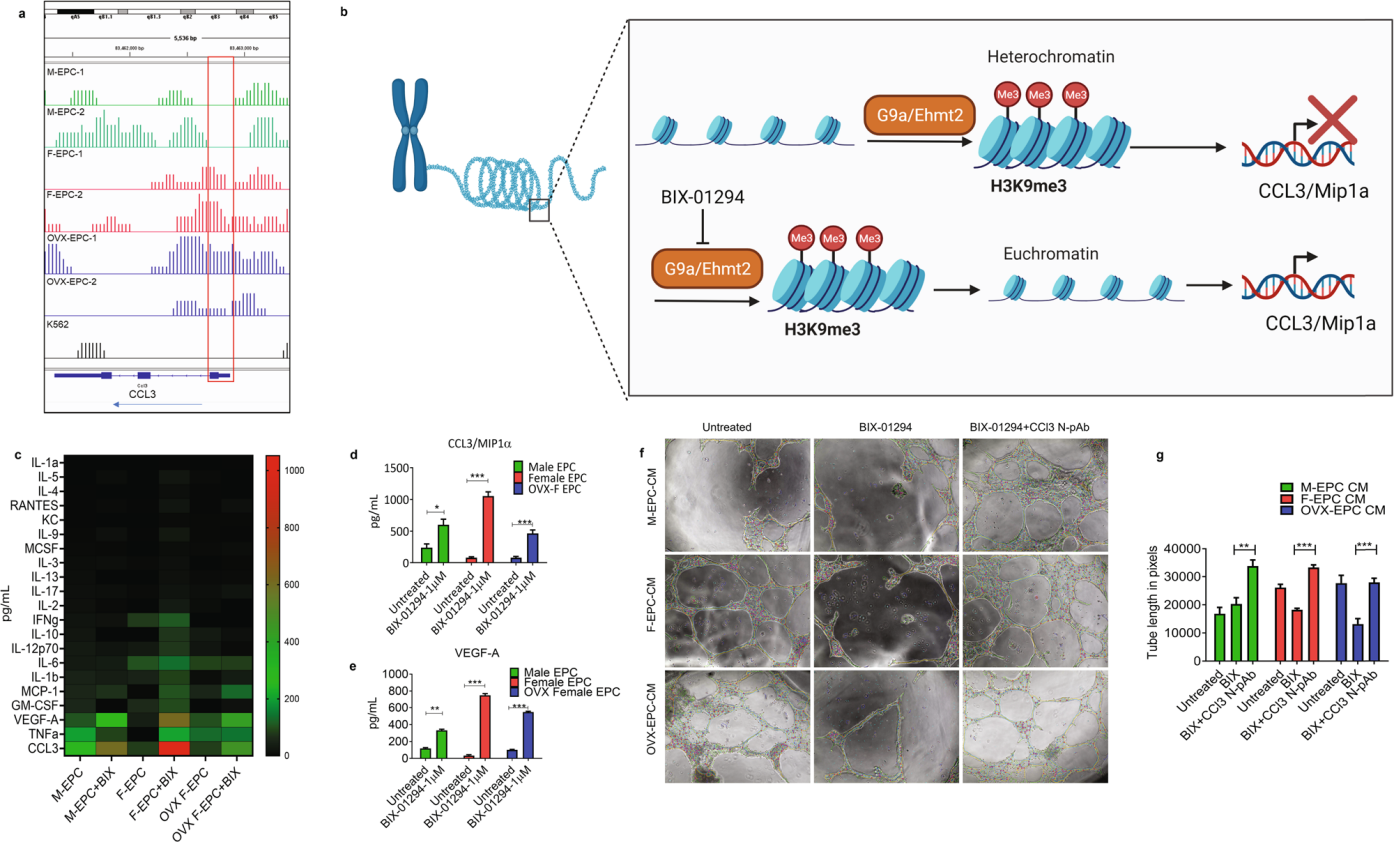
Inhibition of G9a/Ehmt2 using BIX-01294 regulates inflammation and angiogenic factors expression. **a** IGV screenshot of H3K9me3 specific peaks at the CCL3 gene region in M-EPCs, F-EPCs and OVX-EPCs (*n* = 2). The red box shows methylation peaks at the transcription start sites (TSS) of F-EPCs and OVX EPCs, and no methylation in the TSS region of M-EPC and K562 cells (positive control). **b** Schematic showing BIX-01294 dependent inhibition of G9a allows open chromatin to upregulate gene expression of CCL3. **c** Heat map of ELISA panel showing secreted inflammatory cytokines in M-EPC, F-EPC, and OVX EPC; CCL3 was found to be the most altered cytokine by inhibiting G9a using BIX-01294 (1 μM). Inhibition of G9a using BIX-01294 (1 μM) largely altered the secretion in the F-EPC and OVX EPC. ELISA showing secretory upregulation of CCL3 (**d**) and VEGF-A (**e**) in M-EPC, F-EPC, and OVX EPC with the inhibition of G9a using BIX-01294. **f**, **g** CM was collected from the sex differential EPCs pre and post-inhibition of G9a using BIX-01294. The CM was used to perform the tube formation assay using MCECs. CM containing high quantities of CCL3 was detrimental to tube formation, even in the presence of high VEGF quantities. Inhibition of CCL3 in the CM using a CCL3 neutralizing polyclonal antibody (CCL3-NpAb), resulted in robust tube formation indicating that CCL3 is an inhibitor of angiogenesis. *P < 0.01; **P < 0.001; ***P < 0.0005; ****P < 0.0001. Data are shown as mean ± s.e.m.

### Genetic modification of sex differential EPCs to evaluate loss and gain of function

Our next approach was to therapeutically improve the paracrine secretome of the male EPC phenotype to reduce its inflammatory effects as well as enhance its proangiogenic potential. Therefore, we first inhibited CCL3 in M-EPCs using lentiviral siRNA (Fig. 8a). After confirming CCL3 inhibition by GFP expression (Fig. 8b), qPCR (Fig. 8c) and ELISA (Fig. 8d), we used the CM from the CCL3 knockdown (KD) M-EPCs to evaluate their in vitro angiogenic function. We observed that CM from CCL3-KD M-EPCs promoted significantly higher tube formation of MCECs compared with Lenti-GFP control M-EPCs (Fig. 8e–g). Interestingly, the tube formation efficiency of CCL3-KD M-EPC CM was rescued to the levels of F-EPC CM (Fig. 8g). Next, we genetically modified the expression of Ehmt2 (G9a) in F-EPCs using an Ehmt2-specific siRNA (Fig. 8h, i). The Ehmt2-siRNA significantly reduced the expression of Ehmt2 in F-EPCs (Fig. 8j). Reduction in the expression of Ehmt2 resulted in significant upregulation in the secretion of CCL3 by F-EPCs (Fig. 8k). Further, Ehmt2-downregulated F-EPC CM showed significantly lesser tube formation (Fig. 8m, n) of MCECs compared with the piLenti-control F-EPC CM (Fig. 8l, n). Overexpression of Ehmt2 in both M-EPCs and F-EPCs had divergent effects on the secretion of CCL3 and VEGF. Ehmt2 overexpression in both male and female EPCs resulted in a reduction in the secretion of VEGF, while there was a concurrent increase in CCL3 secretion (Supplementary Figure 10a-j). Evaluation of CM from Ehmt2-overexpressed M-EPCs (M-EPC^*Ehmt2-OE*^) and F-EPCs (F-EPC^*Ehmt2-OE*^) (Supplementary Fig. 10a–j), resulted in impaired endothelial tube formation. This effect was likely a result of the diminished VEGF levels and the heightened CCL3 levels in the CM (Supplementary Fig. 10a–j).

**Fig. 8:**
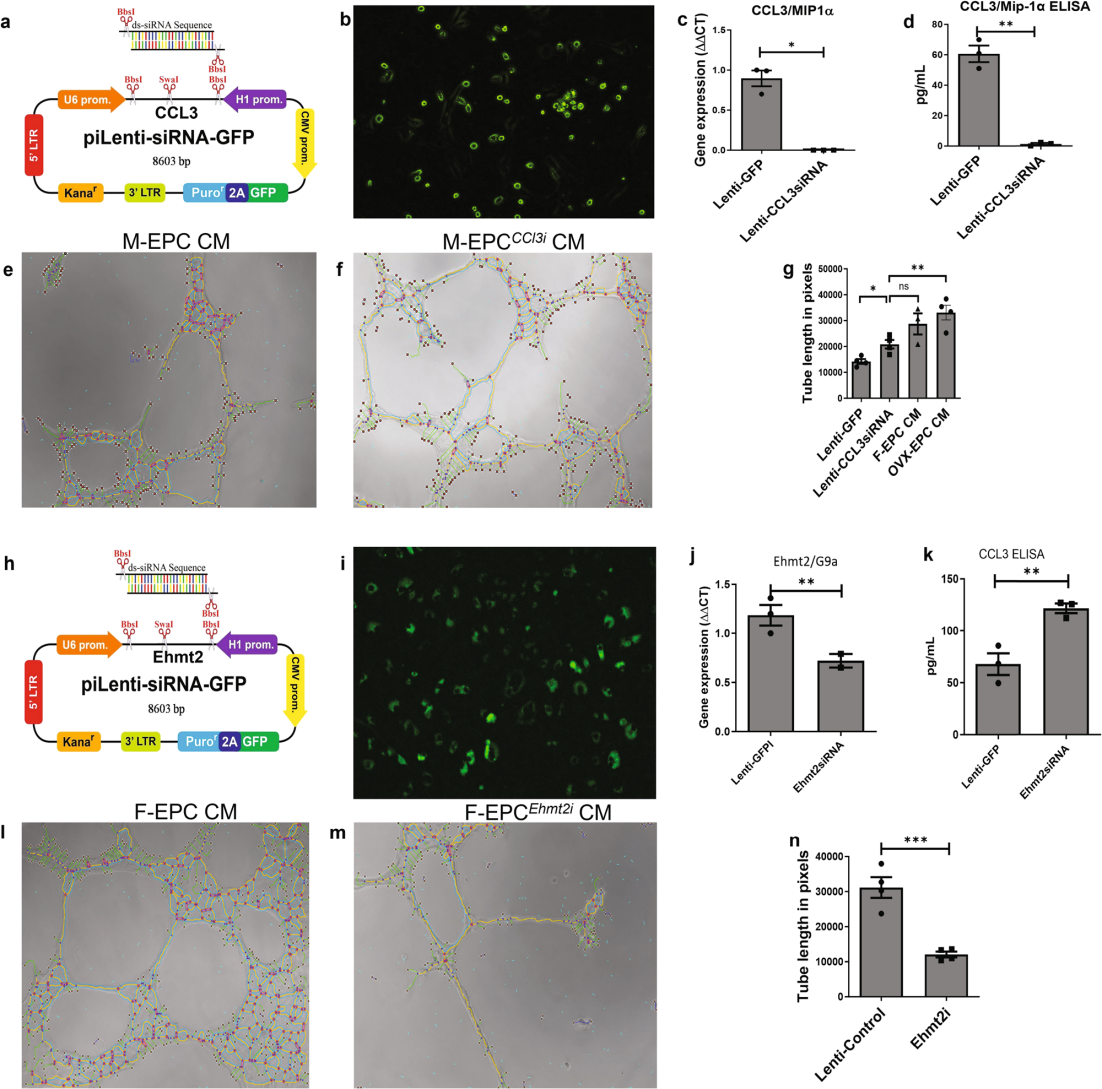
Genetic modification of EPCs to rescue phenotype and evaluation of G9a inhibition in F-EPCs. **a** Sequence map of CCL3-specific piLenti-siRNA. **b** confirmation of transfection and inhibition of CCL3 in M-EPCs by GFP expression post 72 hours. siRNA-based inhibition of CCL3 abrogated CCL3 gene expression (**c**) and secretion (**d**) in M-EPCs. **e** CM from M-EPCs, containing secreted CCL3, impaired tube formation. **f**, CM from CCL3-inhibited M-EPCs significantly restored tube formation. **g** Tube length estimation showing that CM from CCL3 inhibited M-EPCs rescued the phenotype to the level of F-EPCs. **h** Sequence map of G9a/Ehmt2-specific piLenti-siRNA. **i** GFP expression in Ehmt2/G9a inhibited F-EPCs. **j** pi-lenti-Ehmt2siRNA significantly reduced Ehmt2 gene expression (*P = 0.04). **k** Inhibition of Ehmt2 resulted in significant upregulation in the levels of CCL3 in F-EPC (**P = 0.0091). **l** F-EPC CM with low levels of CCL3 promoted efficient tube formation. **m**, **n**, CM from Ehmt2-inhibited F-EPCs, having high levels of CCL3, significantly (***P = 0.0008) inhibited tube formation of MCECs compared with Lenti-control F-EPCs; 1000× magnification. Data are shown as mean ± s.e.m.

To further confirm the detrimental effects of CCL3 in angiogenesis, we added recombinant CCL3 in the CM of F-EPCs and OVX-EPCs and performed MCEC tube formation experiments (Supplementary Fig. 10k–s). We found that the addition of CCL3 to the CM from F-EPCs and OVX-EPCs severely impaired tube formation compared with the CM controls (Supplementary Fig. 10k–s). The addition of CCL3 in complete EGM with fresh proangiogenic factors resulted in the abrogation of tube formation, reaffirming the role of CCL3 as an anti-angiogenic factor (Supplementary Fig. 10k–s).

## Discussion

The major finding in our study is that the superior cardiac reparative properties of female EPCs in promoting cardiac repair and remodeling rely on epigenetic mechanisms rather than the influence of sex hormones. Numerous studies have previously reported the role of sex hormones, especially estrogen and its receptors, in enhancing the cardio-protective properties of adult stem cells^4,36–38^. Conversely, sex hormone-independent aspects of sex differences have been insufficiently studied. Evidence exists that sex hormone-independent mechanisms may also affect disease disparity between the sexes. For example, sex-hormone-independent differences in stroke have been reported in pediatric patients and experimental animal models^39^. In animal models where sex hormone levels were similar, significant differences in neuroprotection were observed between the sexes^40^. However, not much has been studied to scrutinize sex differential epigenetic mechanisms of adult stem cells in cardiovascular disease regardless of sex hormone influences. Clinical studies have found higher EPC mobilization into the systemic circulation in fertile women than in postmenopausal women and age-matched men^41^. Clonogenic differences have also been found between female rat EPCs and male EPCs^41^. However, the higher number of EPC in the circulation of females, especially during menstrual cycles, is likely to support endometrial homeostasis^42^. Transcriptomic analysis of female and male muscle biopsies showed that female cells were enriched with genes associated with oxidative metabolism and protein catabolic pathways, which promote longevity and proliferation^26^. While these studies provide suggestive evidence, a direct comparison of sex-specific endothelial progenitor cells (EPCs) and other stem cells regarding their myocardial ischemic repair mechanisms, especially those unaffected by estrogen or other sex hormones, remains unexplored.

Limited available studies for direct comparison of functionality of sex-specific stem/progenitor cells prompted us to directly investigate sex differences in the cardiac reparative activity of EPCs^41,43,44^. Specifically, we also used EPCs from OVX mice to identify further sex differences in EPC function beyond the known effects of female sex hormones. Whole-genome mRNA transcriptomics showed that compared with F-EPCs and OVX-EPCs, M-EPCs showed a more proinflammatory gene expression pattern and were enriched in inflammatory genes such as IFNγ, CXCL9, IL1β, C3, CCL8, etc. which have been implicated in the progression of pathogenesis in heart diseases^45–47^. Conversely, both F-EPCs and OVX-EPCs showed upregulated expression of key angiogenic factors and receptors such as Angpt-1 and VEGFR2/Kdr. Angpt-1 is known to have powerful effects on Tie-2 expressing endothelial cells by enhancing their survival and preventing plasma leakage by stabilizing the integrity of vasculature^48^. Similarly, it has been well established that VEGFR2+ EPCs promote reendothelialization and neoangiogenesis to restore blood flow in the ischemic limbs of humans and mice^49^. In our experiments, proangiogenic factors secreted by F-EPC and OVX EPC efficiently promoted in vitro angiogenesis of MCECs compared with M-EPC. Further, the in vivo therapeutic evaluation of the sex differential EPCs in a mouse MI model revealed the superiority of both F-EPC and OVX EPC in protecting vasculature and promoting angiogenesis compared with M-EPC. Transplantation of M-EPC resulted in substantially high infiltration of inflammatory cells into the ischemic myocardium, which could be attributed to their increased secretion of proinflammatory cytokines. Moreover, we found significantly low numbers of anti-inflammatory/pro-reparative CD206^high^ M2-like cells in the M-EPC-injected group compared with female EPCs and vehicle recipient groups, indicating the detrimental effect of proinflammatory cytokines secreted by M-EPCs. Remarkably less infiltration of leukocytes was seen in groups of mice transplanted with F-EPC and OVX EPC. We anticipated that these differences in infiltrating cells were most likely due to CCL3, as it is secreted exclusively by the M-EPC compared with F-EPCs and OVX-EPCs. We further found that conditioned medium from M-EPCs with high levels of CCL3 promoted the migration of monocytes in vitro. Upon inhibition of CCL3 in M-EPC CM, ≥90% of monocyte migration was abrogated, confirming CCL3 as a major contributing factor of immune cell infiltration. CCL3 is also known to be a potent activator of adaptive and immune responses^50^. It is known to recruit most immune cells, including but not limited to monocytes, macrophages, T cells, neutrophils, and dendritic cells^50^. It was reported that inducing viral infection in CCL3^−/−^ mice significantly reduced the recruitment of CD8^+^T cells^51^. CCL3 and its receptor CCR5 have been shown to reduce osteocalcin, causing osteoblast dysfunction while enhancing pathogenesis in myeloma-induced bone disease^52^. CCL3 is also a stem cell inhibitor, unlike other cytokines such as CCL2 and CCL5^53^. Interestingly, CCL3 induces the differentiation of hematopoietic stem cells to myeloid cells, ultimately influencing the hematopoietic stem cell pool^54^. We further anticipated that high levels of inflammatory cytokines, including CCL3 secreted by male EPCs, could be due to underlying epigenetic modifications and unrelated to the estrogen status of EPCs.

Although research linking epigenetics and CVD is climbing, studies comparing sex-specific epigenetic regulations are scant. Epigenetic mechanisms have been described in X-chromosome inactivation in women^55^ for the control of sex-specific gene expression during development^56^ and in setting the stage for disease later in life^56^. Sex hormones have been shown to affect epigenetic modifications^57,58^. Sex has been considered a predictor of DNA methylation and gene silencing of histones at specific lysine or arginine residues, and different methylation patterns between female and male-derived cells/tissues have been reported^59–63^. However, whether sex alters histone or DNA methylation patterns in male and female EPCs or other stem cells is unknown. The contribution of other epigenetic mechanisms, such as posttranslational histone modifications and the role of non-coding RNAs as epigenetic modifiers, is not well studied in the context of sex differences. Whether sex-specific epigenetic mechanisms are involved in the differential functional properties of EPCs or other stem cells has never been studied. In the current study, we identified H3K9me3 specific whole epigenome methylation patterns as one of the epigenetic marks that govern the differential gene pattern and anti-inflammatory and pro-reparative properties of male, female, and OVX female EPCs. It has been established that the genomic occupancy of di- or trimethylation of histone 3 at lysine 9 (H3K9) at TSS or promoter gene regions is associated with gene silencing. Most of the H3K9me2/3 gene silencing is associated with embryonic, adult, or sex-related tissue homeostasis, differentiation, or maintenance^64^. SET-domain histone methyltransferases such as G9a and GLP were found to promote the catalysis of methylation on H3K9^65^. We found that genome-wide H3K9me3 occupancy was the highest in the male EPCs compared with female and OVX female EPCs indicating stark epigenomic variability between sexes. Upon investigating H3K9me3 at the CCL3 gene of sex dimorphic EPCs, we found high H3K9me3 occupancy at the TSS in F-EPC and OVX EPC and no methylation in the TSS of the M-EPC contributing to enhanced secretion of CCL3 by M-EPC resulting in augmented pathogenesis when injected in post-MI mice. Notably, we also found H3K9me3 occupancy in the TSS of essential angiogenesis-related genes such as Angpt-1, and VEGFR2/Kdr of M-EPCs, specifically at TSS/promoters causing reduced expression in M-EPCs (Supplementary Fig. 8). On the contrary, both F-EPCs and OVX-EPCs were unoccupied by H3K9me3 at the TSS of these angiogenic genes. In addition, we also observed that no H3K9me3 occupancy was found at the TSS in male, female, or OVX EPCs in the eNOS gene, a downstream molecule of the VEGF pathway that promotes angiogenesis. However, gene expression of eNOS was found to be significantly lower in M-EPCs compared with F-EPCs and OVX-EPCs, which could be attributed to H3K9 methylation and lower expression of VEGFR2 in M-EPCs (Supplementary Fig. 8). G9a/Ehmt2 histone methyltransferase (HMT) has been well reported to be involved in the catalysis of H3K9 di and tri-methylation in vitro and in vivo^65–67^. We show that inhibition of G9a using BIX-01294 as well as by G9a-specific siRNA resulted in the upregulation of CCL3 in all EPCs. A higher change in CCL3 secretion was observed in F-EPCs and OVX-EPCs, indicating higher methylation control of H3K9 at the TSS by G9a. Importantly, we found that higher secretion of CCL3 by EPCs is detrimental to angiogenesis. Inhibition of CCL3 in the secretome of BIX-treated EPCs, with high levels of CCL3, resulted in significant facilitation of angiogenesis, suggesting the anti-angiogenic effect of CCL3. To further confirm the anti-angiogenic activity of CCL3, we spiked CCL3 in the secretome of F-EPCs and OVX-EPCs lacking CCL3 and assessed tube formation, which resulted in significant abrogation of angiogenesis. Overexpression of G9a/Ehmt2 in M-EPCs and F-EPCs resulted in lower secretion of VEGF. However, CCL3 secretion was upregulated. This unexpected rise in CCL3 secretion prompted our speculation that it might be associated with a compensatory upregulation of histone demethylase, probably JMJD1. Our laboratory is actively investigating this intriguing possibility. This speculation suggests a potential interplay between G9a and JMJD1, suggesting further intricate regulatory mechanisms within the epigenetic landscape. Further exploration of the relationship between G9a and JMJD1 could yield valuable insights into the molecular pathways influencing CCL3 secretion, contributing to a more comprehensive understanding of epigenetic modulation in EPCs. A limitation of our current study is that we focused on H3K9me3 as the epigenetic mark associated with the differential gene expression pattern of sex-dimorphic EPCs. The contribution of other epigenetic mechanisms, such as DNA methylation, other posttranslational histone modifications, and non-coding RNAs, was not explored. While the study emphasizes epigenetic mechanisms unaffected by hormones, we acknowledge that sex hormones may still exert organizational effects on genomic and epigenomic mechanisms. The investigation could benefit from a more comprehensive exploration of hormonal influences on epigenetic regulation.

Based on the study results, we infer that epigenetic mechanisms, specifically those associated with genomic occupancy of H3K9me3, significantly influence specific cardiac reparative properties of adult bone marrow stem cells. Mechanistically, we show that these sex-based functional differences of bone marrow stem cells are mediated, in part, by differential epigenetic regulation of chemokine CCL3.

## Methods

### Cell culture and treatments

EPCs from male, female, and OVX mice were isolated following previously established methods from our laboratory^68^ with certain modifications. Briefly, bone marrow cells were harvested and fractionated using Histopaque -1083 (10831, Sigma-Aldrich, USA), and the monocyte layer was subjected to multi-sort magnetic-activated cell sorting (Miltenyi Biotec, Germany) as per the manufacturer’s instructions. Lineage cells were first separated using the Lineage Cell Depletion kit (130-110-470, Miltenyi Biotec, Germany). Further, an Anti-FITC multisort kit (130-058-701, Miltenyi Biotec, 10 μl/10^7^ cells, Germany) was used to primarily isolate Sca-1 cells tagged with anti-Sca-1-FITC antibody (11-5981-82, 0.5 μg/test, ThermoFisher, USA). After the separation of Sca-1^+^ cells, the primary antibodies with magnetic beads were released, tagged with CD31 microbeads (130-097-418, 10 μl/10^7^ cells, Miltenyi Biotec, Germany), and further subjected to magnetic separation to obtain Sca-1^+^/CD31^+^ EPC fraction. The cells were then plated and cultured using endothelial growth medium 2 (EGM-2; low phenol red; no estrogen, Lonza, Switzerland) on 0.2% gelatin-coated plates (Primaria^TM^ 6-well plates, Corning®, USA). For some assays, BIX-01294 (1 μM, HY-10587, MedChemExpress, USA) was used to treat EPCs for 12–16 h followed by changing the medium for collecting conditioned medium. Human umbilical vein endothelial cells (HUVEC) or mouse cardiac endothelial cells (MCEC) were purchased from an American-type culture collection (ATCC, USA) and cultured using EGM-2. The Raw 264.7 monocytes were cultured in DMEM-F12 medium (Corning, USA) with 10% fetal bovine serum (FBS) and 1× penstrep^TM^.

### Flow cytometry

Flow cytometry was employed to characterize and identify the percentage of CD31/Sca-1 cells in the isolated EPCs, prior to specific magnetic sorting. Male, female, and OVX-EPCs were incubated with Sca-1-FITC (Cat no. 11-5981-81, 0.5 μg/test, ThermoFisher, USA) and CD31-PE (Cat no. 25-0311-820, 5 μg/test, ThermoFisher, USA) antibodies for 30 minutes in room temperature. Appropriate compensation controls were used to negate spectral overlap. Samples were analyzed using the BD FACSAria^TM^ (BD Biosciences, USA) and FACSDiva^TM^.

### RNA extraction, reverse transcription, and RT-PCR

RNA was isolated from cells using miRNeasy Mini kit (Qiagen, Germany, 1038703). NanoDrop-1000 (Thermo Scientific, USA) was used to identify RNA concentration and purity determined by the 260 A/280 A ratio. High-capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) was used to obtain cDNA. RT-PCR was performed on an Applied Biosystems 770 StepOnePlus system using the Fast SYBR^TM^ Green Master Mix (Applied ThermoFisher, USA) according to the manufacturer’s instructions. Fold changes were normalized to GAPDH with the threshold delta-delta cycle method. PCR array kit was used to assess angiogenic and inflammatory genes (PAMM-024Z, Qiagen, Germany). Primer list in Supplementary Table 1.

### RNA sequencing

RNA quantity was evaluated using Qubit RNA HS assay (ThermoFisher, USA), and the quality was confirmed using Bioanalyzer 2100 Eukaryote Total RNA Nano (Agilent Technologies, USA). All samples had RNA integrity based on a RIN of >8. The RNA-seq libraries were prepared according to the protocol of Illumina mRNA-Seq TruSeq. DNA libraries were generated using NEBNext Ultra II Directional RNA prep kit (New England Biolabs, USA).1 μg of total RNA was the input, followed by PCR enrichment using NEBNext multiplex oligos for Illumina. DNA libraries were run on a NovaSeq 6000 sequencer (Illumina, USA). A total of 9 fastq files were generated (3 for M-EPCs, 3 for F-EPC, and 3 for OVX-EPCs). Data quality statistics were assessed and filtered clean reads were mapped to reference genome using HISAT2. Cuffquant and Cuffnorm components of Cufflinks software were used to quantify gene expression levels using mapped reads positional information on the gene. DEseq was used to analyze the differentially expressed genes (DEG) for samples with biological replicates. Fold change ≥2, and FDR > 0.05 were set as screening criteria. Gene enrichment analyses of upregulated and downregulated genes were performed using KEGG and GO databases.

### Conditioned medium collection and measurement of cytokines and growth factors

The conditioned medium (CM) was collected from the EPCs in endothelial basal medium (EBM- (without growth factors and with 5% FBS) for 72 h. The CM was analyzed for the presence of cytokines, chemokines, and growth factors by performing a semi-quantitative (Chemiluminescence, R&D Systems, USA) and quantitative mouse-specific antibody-based array (Quantibody array, RayBio®, USA). The experiment was performed as per the manufacturers’ instructions. The data recorded were analyzed using Image J software (NIH, USA). The relative intensities of individual growth factors were calculated as arbitrary units after background correction and normalized to control media blot intensities or relative fluorescent units (RFUs) correlated to each cytokine’s standard curves to get quantitative values.

#### Endothelial cell migration assay

The cell migration assay was performed using two-chamber cell Transwell inserts with an 8 μm-pore polycarbonate membrane (Corning, USA). HUVECs or MCECs were serum-starved for 18 h in the endothelial basal medium supplemented with 0.1% FBS. Then, the cells were trypsinized and reconstituted in the endothelial basal medium at a density of 1 × 10^5^ cells/100 μl. Next, 1 × 10^5^ cells/well were plated into the upper chamber of the Transwell insert. In the lower chamber, CM collected from the different EPCs was used at 50% dilution along with endothelial basal medium, endothelial growth medium (with 10% fetal bovine serum—without growth factors), and endothelial growth medium (complete) controls. HUVECs/MCECs were allowed to migrate for 18 h at 37 °C in a humidified incubator. The non-migrated cells were carefully removed using a pre-wet cotton swab, following which the membrane was fixed with 4% paraformaldehyde (Sigma-Aldrich, USA) and stained with DAPI for 5 minutes. After washing, the membrane was mounted on a slide with DPX (Sigma-Aldrich, USA; cat no. 44581), and the cells that migrated from the upper to the lower side of the membrane were counted manually from 10 random field images taken per condition under the Eclipse Ti fluorescence microscope (Nikon, Japan) using 20× objective. All the assays were performed in duplicates. The data were represented as mean ± SEM.

### Tube formation assay

Growth factor reduced (GFR) matrigel (Corning®, USA) was thawed at 4 °C overnight on ice. Exactly 10 µl of matrigel was coated onto each inner well of the µ-angiogenesis slides (IBIDI, Germany) and solidified at 37 °C for 30 min. A total of 1 × 10^4^ HUVECs were reconstituted in CM from the different EPCs, CM containing anti-Ccl3 neutralizing antibody (1 µg/mL), EGM or serum-free medium to a total volume of 50 µl and plated on the GFR matrigel. The plates were incubated for 6 h in a humidified incubator at 5% CO2 and 37 °C. Images were taken using an inverted phase-contrast microscope (Nikon, Japan) under 4× and 10× objectives. The tube length was measured using WimTube (Wimasis, GmbH, Germany) from the 1000× magnification images of 3 wells in each condition. The experimental samples and controls were assayed in duplicates.

### Monocyte migration assay

The Raw 264.7 monocytes were plated in 24 well plates and allowed to grow to confluence. The monocytes were serum starved with DMEM + 0.1% FBS upon confluency for 8 hours. The scratch wound was induced using a 100 μl tip. Images were taken at the start of the study, and then the different conditions were added, which included M-EPC, F-EPC, and OVX-EPC CM with or without CCL3-N-pAb. Plain DMEM and DMEM with serum were used as controls.

### CUT&Tag-IT^TM^ sequencing assay

The Sca-1^+^/CD31^+^ male (M), female (F), and OVX EPC were harvested using a non-enzymatic method (cell scraping). Cells were washed with DPBS, counted, and 1 × 10^6^ cells per vial were frozen in a frozen mix (90% FBS + 10% Dimethyl sulfoxide-DMSO) and set aside in duplicates for CUT&Tag^TM^ sequencing. Approximately 2 × 10^5^ nuclei were used for performing CUT&Tag-IT^TM^ sequencing using a standard assay kit (Active Motif, USA cat no. 53160) for the H3K9me3 mark using a CHIP grade antibody (Cat no. 391691, Active Motif, USA). Further downstream steps were performed according to the protocol provided in the kit (Active Motif, 53160). DNA libraries were prepared using unique i7 and i5 index primers for each sample, size selected with SPRI beads (Cat No. 53160, Active Motif), quality checked with fragment analyzer, a capillary electrophoresis instrument for NGS library quality check and sequenced by the UMass Deep Sequencing Core with 25 bp paired-end Illumina Miseq system. Paired-end reads were trimmed to 25 bases, barcodes were removed, and reads were aligned to mm10 using Bowtie2 with the parameters -N 1 and -X 1000. Duplicates were removed using Picard. Low-quality score reads (MAPQ < 10) were removed. These reads were processed in HOMER. Genome browser tracks were generated from mapped reads using the “makeUCSCfile” command. Mapped reads were aligned using the “annotatePeaks” command. To identify regions of the genome that exhibited differential occupancy, we used the ChIPseeker Bioconductor package in the DolphinNext platform. As input files, we used called peaks from MACS analysis.

### Animals

All animal procedures were performed following the approved protocols of the Institutional Animal Care and Use Committee (IACUC) of Temple University. Eight-week-old male, female, or ovariectomized female (OVX) C57BL/6 J mice were purchased from Jackson Research Laboratory (JAX) (Bar Harbor, ME) for EPC isolation. For the OVX mice, ovariectomy is performed by JAX at around 35 days of age, and they are sent to our facility at 8 weeks of age. The levels of 17 β Estradiol were measured to confirm successful ovariectomy. The mice 10–12 weeks old male C57BL/6 J mice were used for MI surgery.

### MI Surgery

Mice were subjected to MI by ligating the LAD coronary artery as described previously (17). Mice were anesthetized by 2–3% isoflurane and orally intubated with a 22 G i.v. catheter, and artificially ventilated with a respirator (Harvard Apparatus). To provide analgesia, buprenorphine SR (0.5 mg/kg) was injected s.c. before the operation. A left intercostal thoracotomy was performed, and the ribs were retracted with 5-0 polypropylene sutures to open the chest. After the pericardium was opened, the LAD branch of the left coronary artery was ligated distal to the bifurcation between the LAD and diagonal branch using 8-0 polypropylene sutures through a dissecting microscope. After positive end-expiratory pressure was applied to inflate the lung fully, the chest was closed with 7-0 polypropylene sutures. A 22 G syringe was used to evacuate air from the chest cavity. The survival rate of MI surgery was 87.5%. The mice in the sham group underwent the same procedure except for the LAD ligation. At the end-point, heart tissues were collected under anesthesia with Avertin® (222-Tribromoethanol; T48402; MilliporeSigma, USA). The animals were then euthanized following the procedure from our approved IACUC protocol.

### Echocardiography

Transthoracic two-dimensional M-mode echocardiography using the Vevo2100 equipped with 30 MHz transducers (VisualSonics, Toronto, ON, Canada) was performed before MI (baseline), and 1-, 2-, 3-, and 4- weeks after surgery as described previously. Mice were anesthetized with a mixture of 1.5% isoflurane and oxygen (1 L/min) with an isoflurane delivery system (Viking Medical, Medford, NJ). The internal diameter of the LV was measured in the short-axis view from M-mode recordings; percent ejection fraction (% EF) and fractional shortening (% FS) were calculated using corresponding formulas as previously described.

### Tissue preparation and immunohistochemistry

Mouse heart tissue samples were fixed in 10% formalin for at least 48 hours and embedded in paraffin. Cardiac tissues were cross-sectioned into 4–5 μm-thick slides. Masson Trichrome staining (Sigma Aldrich, USA) was performed following the manufacturer’s instructions and previously described in detail. For the identification of endothelial cells and pan-immune cells, CD31 (AF3628; 1:30 dilution, R&D Systems, USA), CD45 staining (AF114; 1:50 dilution, R&D Systems, USA), and CD206 (AF2535; 1:50 dilution, R&D Systems, USA;) were used, respectively. Donkey anti-goat (A-21432, ThermoFisher, USA) or donkey anti-rabbit (A-31572, ThermoFisher, USA) secondary antibodies were used at a dilution of 1:100. Images were acquired using the Eclipse Ti fluorescence microscope (Nikon, Japan) using 20x objective and planimetry analysis using ImageJ.

### Vectors for knockdown and overexpression

An iLenti RNAi lentivirus expression system with a pool of four target sequences with a green fluorescent protein (GFP) reporter was used for the knockdown of mouse CCL3 (153670940296, ABM) and Ehmt2 (190580940296, Abmgood, Canada) in cells. For overexpression, a CMV promoter-driven genes of interest (GOI) expression with a red fluorescent protein (RFP) reporter was used (CCL3—153670640496; Ehmt2—190580640495; Abmgood, Canada). EPCs were transfected with an MOI of 5 along with ViralEntry^TM^ transduction enhancer (G515, Abmgood, Canada) for 8 h in serum-free EGM media. After 8 h, the medium was changed, and gene expression was confirmed after 72 h.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 9.0 software (GraphPad, La Jolla, CA). All Data are presented as mean ± SEM and represent at least 3 independent biological experiments. An unpaired *t*-test was used to compare 2 sample groups. For comparisons of more than two groups, one-way ANOVA was done with a Tukey Posthoc test followed by Dunn’s pairwise comparisons. Two-way ANOVA with Tukey’s multiple comparisons test was used for echocardiography parameters with repeated measures over time. *P* value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplemental information

Reporting summary

## Data Availability

The datasets of RNA-seq for male, fertile female, and ovariectomized female EPC generated during this study are available at GEO: GSE253058. The datasets of Chip-seq (CUT&TAG) for H3K9me3 in male, fertile female, and ovariectomized female EPCs are available at GEO: GSE253057. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Epigenetic mechanisms regulate sex differences in cardiac reparative functions of bone marrow progenitor cells
**Source:** NPJ Regen Med. 2024 Apr 29;9:17. doi: 10.1038/s41536-024-00362-2
**Supplement:** Supplementary file 1 — Supplemental information

## Supplementary Information

### **Epigenetic Mechanisms Regulate Sex Differences in Cardiac Reparative Functions of Bone Marrow Progenitor Cells**

Charan Thej<sup>1</sup>, Rajika Roy<sup>4</sup>, Zhongjian Cheng<sup>1</sup>, Venkata Naga Srikanth Garikipati<sup>1</sup>, May M Truongcao<sup>1</sup>, Darukeshwara Joladarashi<sup>1</sup>, Vandana Mallareddy<sup>1</sup>, Maria Cimini<sup>1</sup>, Carolina Gonzalez<sup>1</sup>, Ajit Magadum<sup>1</sup>, Jayashri Ghosh<sup>3</sup>, Cindy Benedict<sup>1</sup>, Walter J. Koch<sup>1,4</sup>, \*Raj Kishore<sup>1,2</sup>

<sup>1</sup>*Aging and Cardiovascular Discovery Center, Lewis Katz School of Medicine, Temple University, Philadelphia, PA, 19140. <sup>2</sup>Department of Cardiovascular Sciences, Lewis Katz School of Medicine, Temple University, Philadelphia, PA 19140, USA. <sup>3</sup>Fels Cancer Institute for Personalized Medicine, Lewis Katz School of Medicine, Temple University, Philadelphia, PA 19140, USA. <sup>4</sup>Department of Surgery, Division of Cardiovascular and Thoracic Surgery, Duke University School of Medicine, Durham, NC*

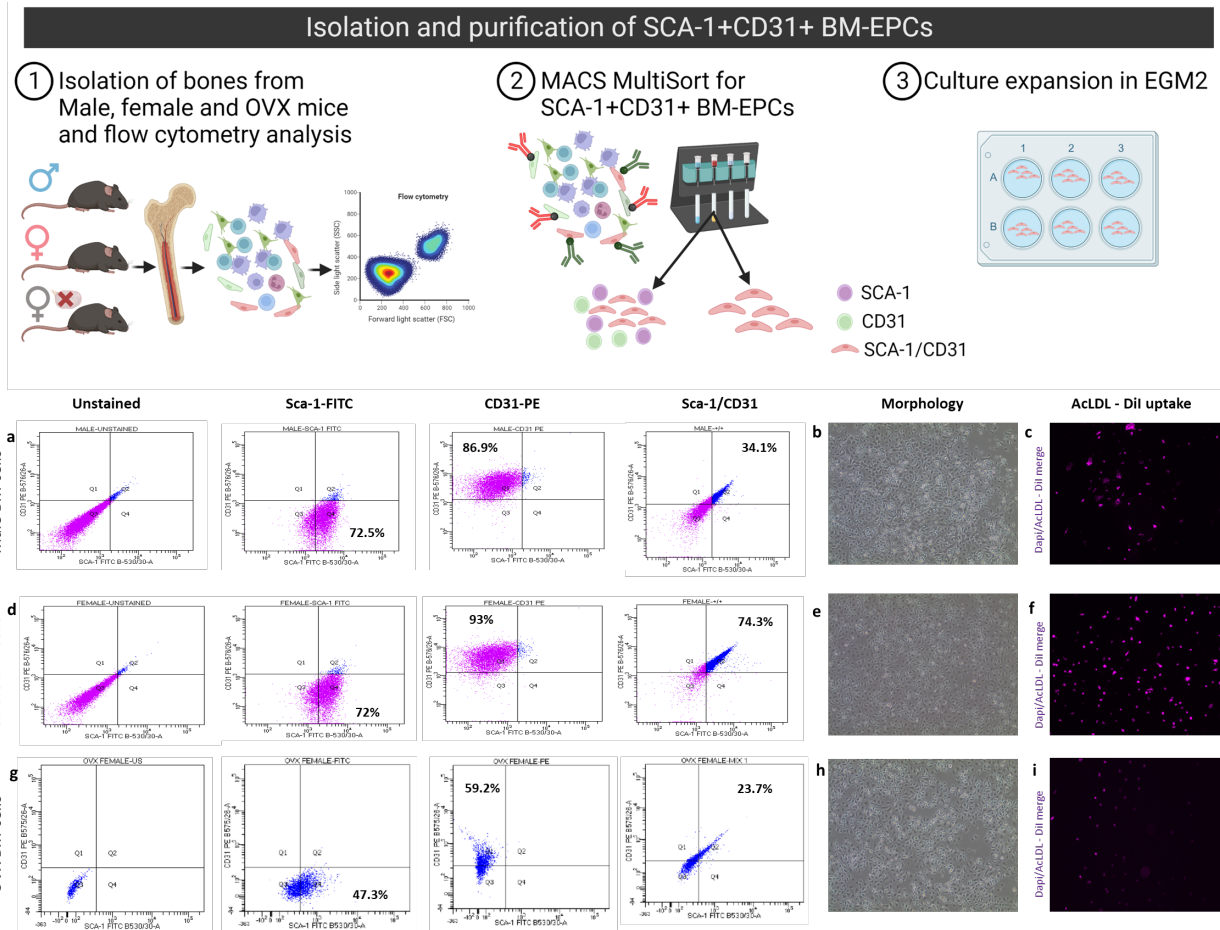

**Supplementary Figure 1. Characterization of sex differential EPCs. a, d & g,** Bone marrow cells from Male, female and OVX mice were evaluated for the presence of Sca-1+/CD31+ population using flow cytometry prior to MACS sorting. Post-sorting of Sca-1+/CD31+ cells` using multi-MACS method, and culturing to confluence in EGM-2 medium, EPCs were confirmed by morphological analysis (**b, e & h**) as well as uptake of acetylated-LDL-Dil (Ac-LDL-Dil) (**c, f & i**) to confirm endothelial phenotype. 1000× magnification.

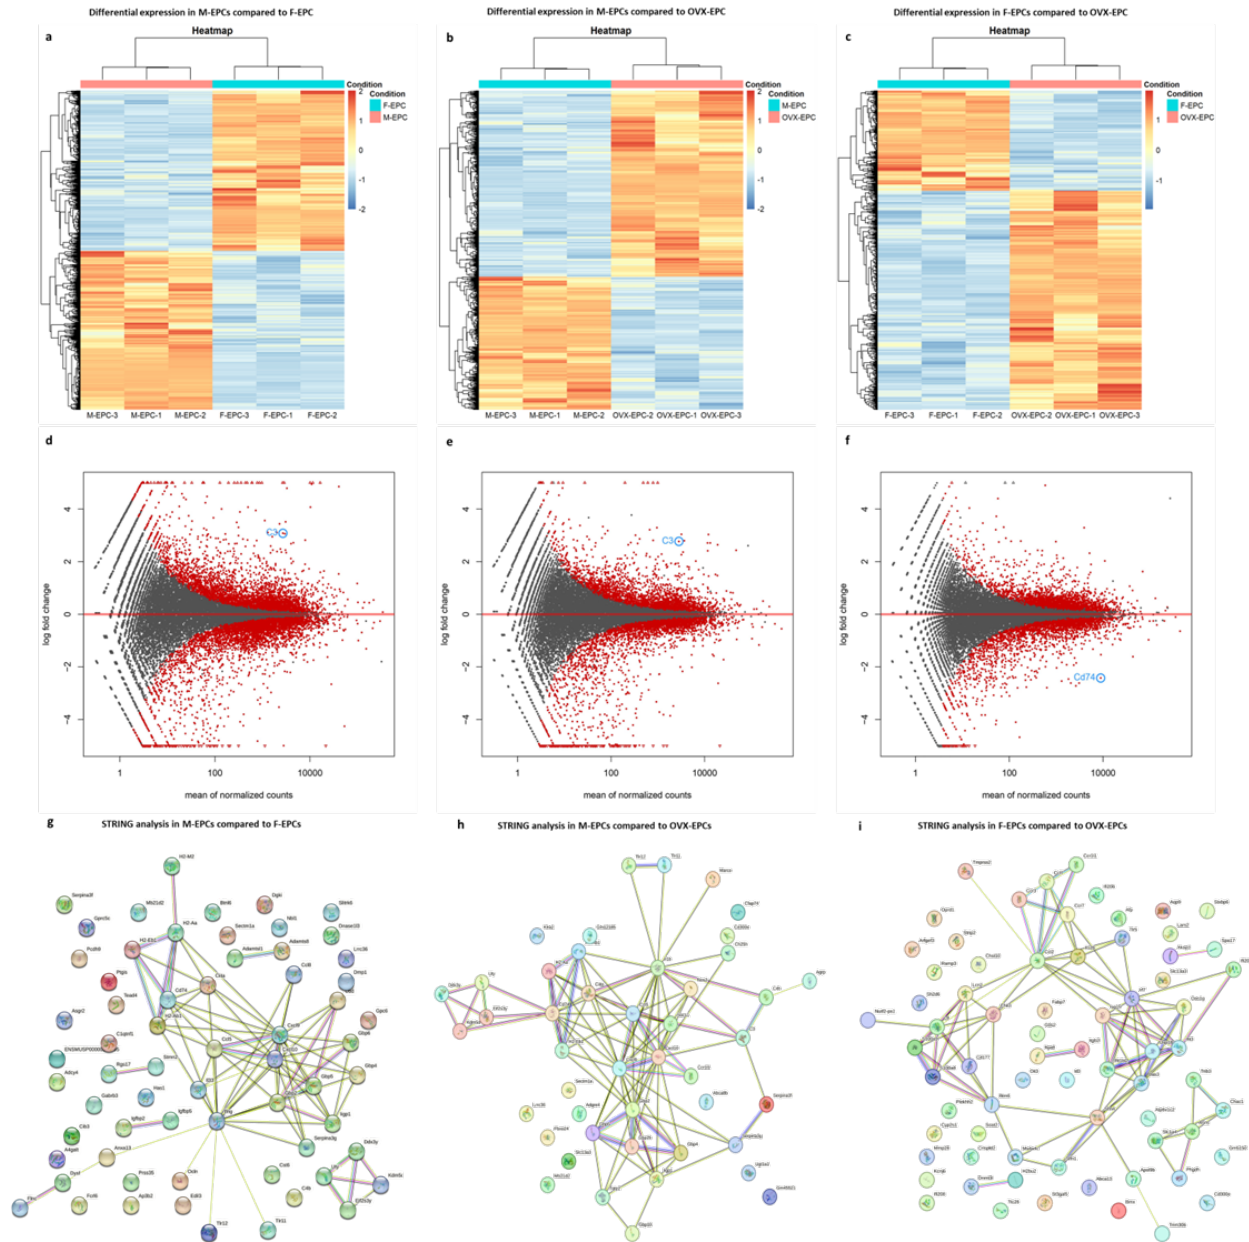

**Supplementary Figure 2. Whole transcriptome RNA sequencing of M-EPCs, F-EPCs and OVX-EPCs.** Heatmap showing differential expression between M-EPCs vs. F-EPCs (a), M-EPCs vs. OVX-EPCs (b) & F-EPCs vs. OVX-EPCs (c). MA plot representation of M-EPC vs. F-EPCs (d), M-EPCs vs. OVX-EPCs (e) & F-EPCs vs. OVX-EPCs (f) showing significantly higher differential gene expression between M-EPC vs. F-EPCs and M-EPCs

vs. OVX-EPCs with highly significant differential expression of C3, a proinflammatory marker. Fewer differences in gene expression were seen between F-EPCs vs. OVX-EPCs with top differential expression of CD74, an adhesion marker. STRING analysis in M-EPC **(g)** shows high interactions of proinflammatory cytokines and chemokines such as IFN $\gamma$ , CCL5, CCL8, CXCL9, CXCL10, etc., compared with lower proinflammatory chemokine interactions in interactions in F-EPCs **(h)** and OVX-EPCs **(i)**.

**a****M-EPC Vs. F-EPC**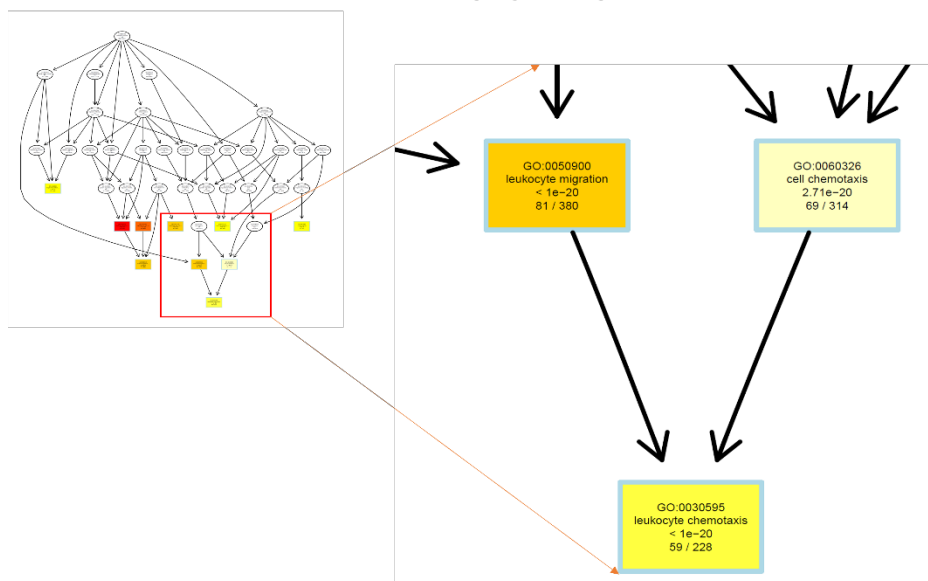**b****M-EPC Vs. OVX-EPC**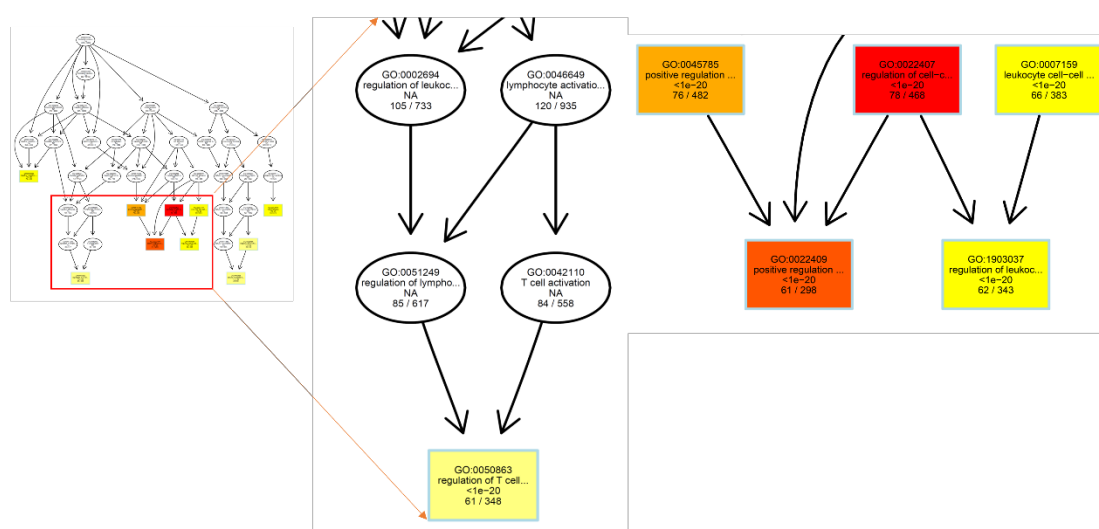**c****F-EPC Vs. OVX-EPC**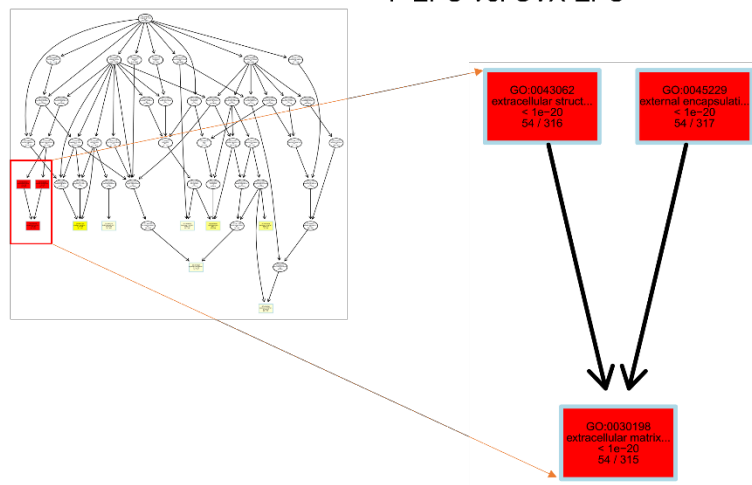

**Supplementary Figure 3. Comparison of gene ontology of biological process in M-EPCs vs. F-EPCs (a), M-EPCs vs. OVX-EPCs (b) & F-EPCs vs. OVX-EPCs (c). a & b,** Compared with F-EPCs and OVX-EPCs, groups of genes associated with leukocyte migration, cell chemotaxis, leukocyte chemotaxis, positive regulation of immune response, regulation of T-cell proliferation were significantly upregulated in M-EPCs. **c,** In contrast, only extracellular matrix-associated genes were differentially expressed in F-EPCs compared with OVX-EPCs.

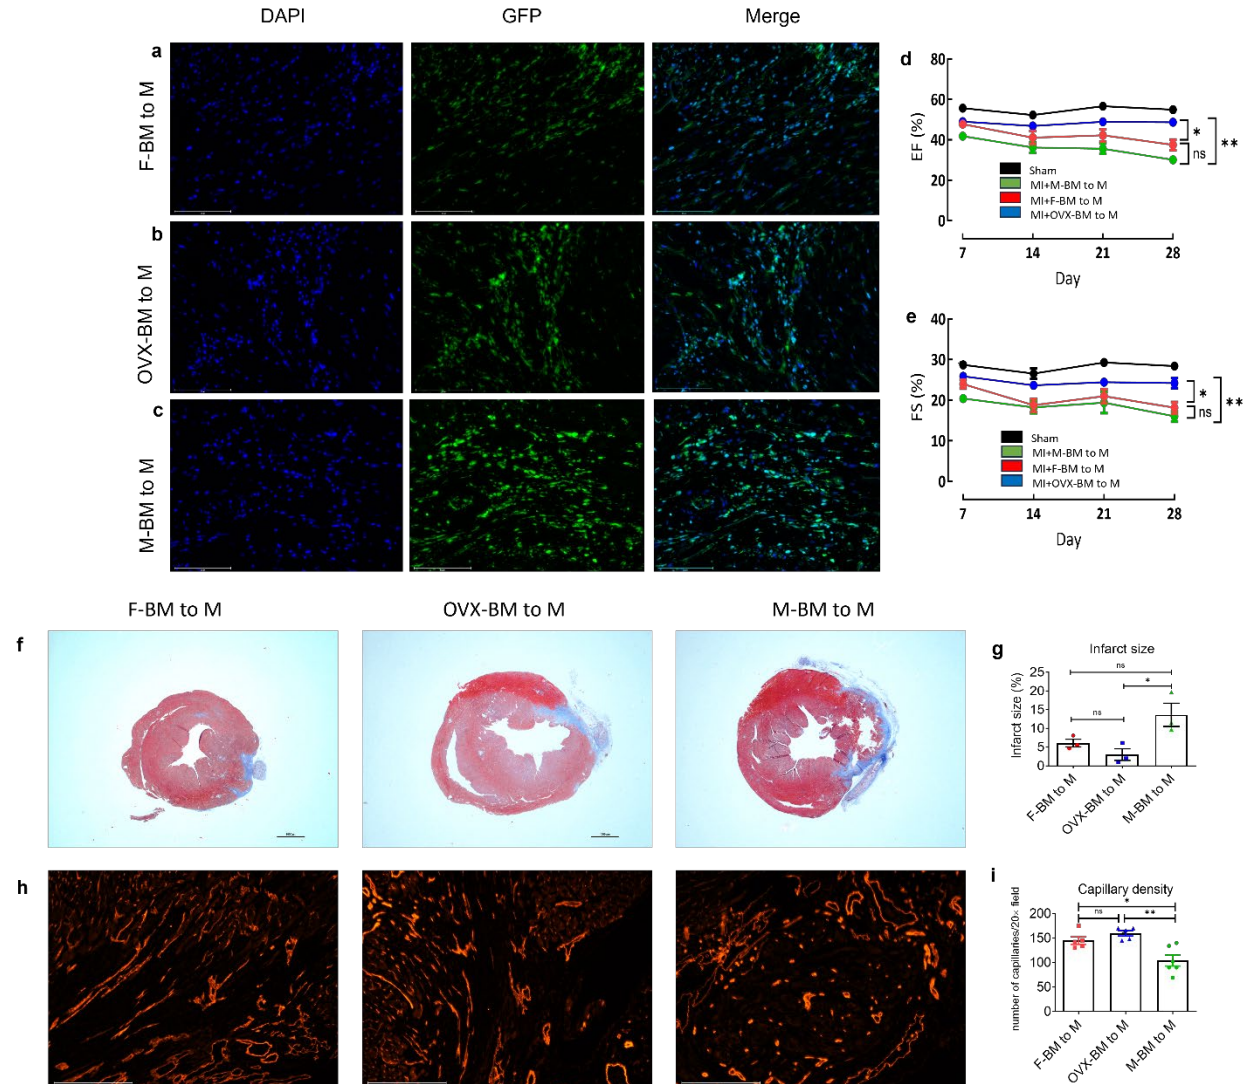

**Supplementary Figure 4. Chimeric bone marrow transplantation and evaluation of cardiac repair post-MI.** BM from donor male, female and OVX GFP transgenic mice were transplanted in recipient male mice following irradiation (5.5Gy). Mobilization of GFP+ cells to the ischemic heart 3 days post-MI in male mice reconstituted with male (a), female (b) and OVX (c) GFP+ bone marrow; scale bar=125μm. d & e Chimeric male mice harboring female and OVX-female BM showed improved post-MI %EF (P=0.09 vs F-EPC; \*\*P=0.002 vs OVX-EPC) and %FS (P=0.2 vs F-EPC; \*\*P=0.001). f & g, Masson's trichrome staining showed significantly higher infarct size in the chimeric male mice with male BM compared

with chimeric mice with female and OVX female BM; scale bar=125 $\mu$ m. **h**, CD31 staining shows significantly higher number of capillaries in 28 days post-MI hearts of chimeric mice with female and OVX female BM compared with male BM chimeric mice hearts; scale bar=275 $\mu$ m. \*P<0.01; \*\*P<0.001; \*\*\*P<0.0005; \*\*\*\*P<0.0001;. Data shown as mean  $\pm$  s.e.m.

image of CD45 staining in hearts of different groups at day3 (**b**) and day 28 (**c**). **d**, Male, female and OVX EPCs transfected with piLenti-GFP plasmid were injected into post-MI mice and were detected at Day 28 in the hearts, albeit in low numbers; scale bar=20µm. Heat map showing quantification of inflammatory factors in serum of various treatment groups collected at day 3 (**e**) and day 28 (**f**); scale bar=20µm.

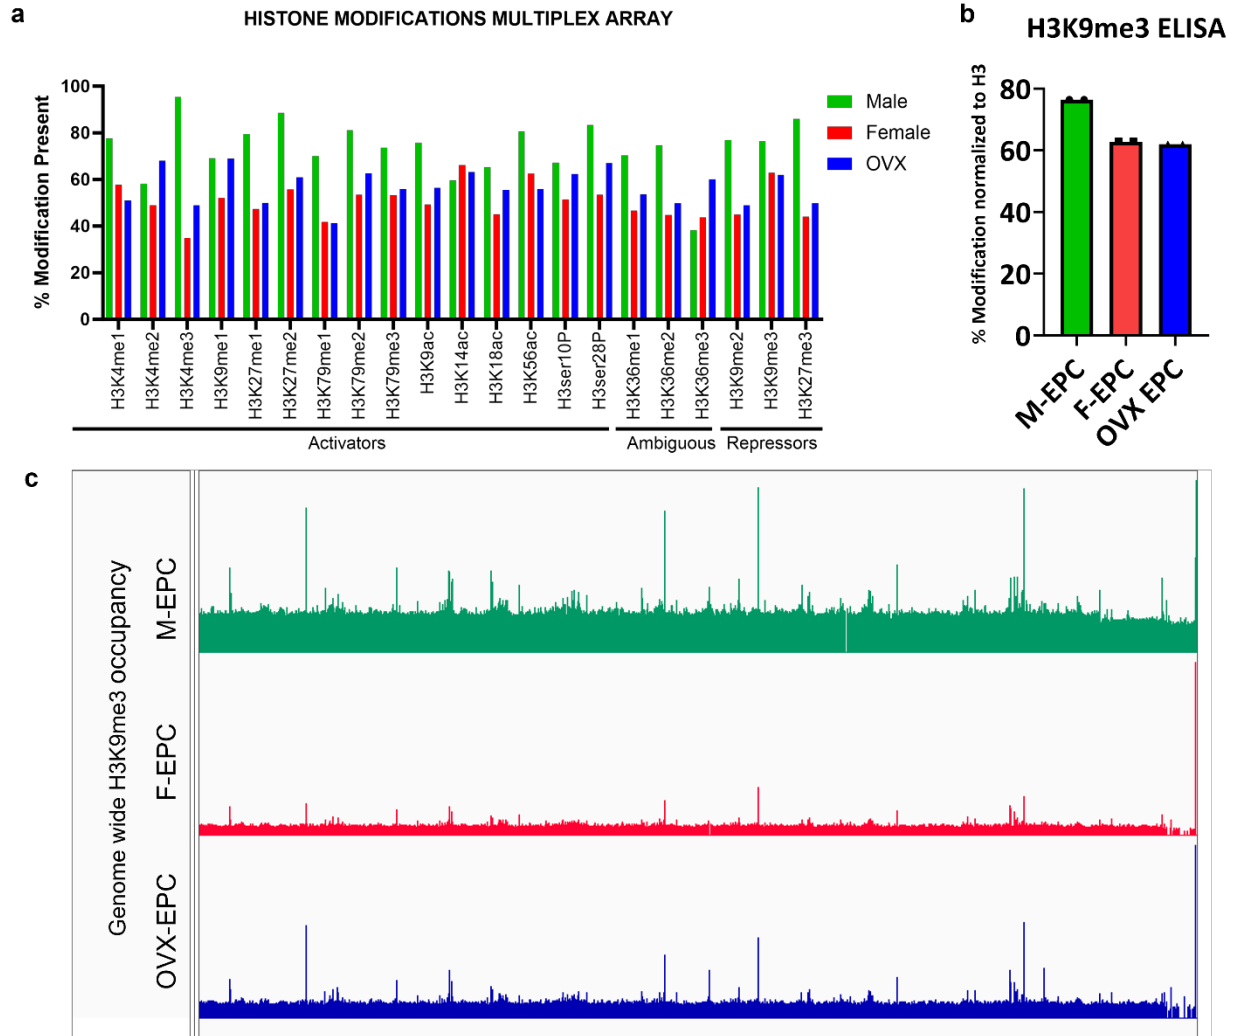

**Supplementary Figure 6. Histone modifications in male, female and OVX EPCs. a,** Multiplex ELISA array of histone modifications in M-EPC, F-EPC and OVX-EPCs. **b,** ELISA of H3K9me3 in M-EPCs, F-EPCs and OVX-EPCs. **c,** IGV browser screenshot of H3K9me3 occupancy in M-EPCs, F-EPCs and OVX-EPCs. \* $P < 0.05$ ; \*\* $P < 0.001$ ; \*\*\* $P < 0.0001$ .

higher at TNF signaling pathway genes in F-EPCs and OVX-EPCs. MAPK signaling genes and T cell receptor signaling pathway-associated gene regions were occupied with the H3K9me3 mark in F-EPCs and OVX-EPCs respectively.

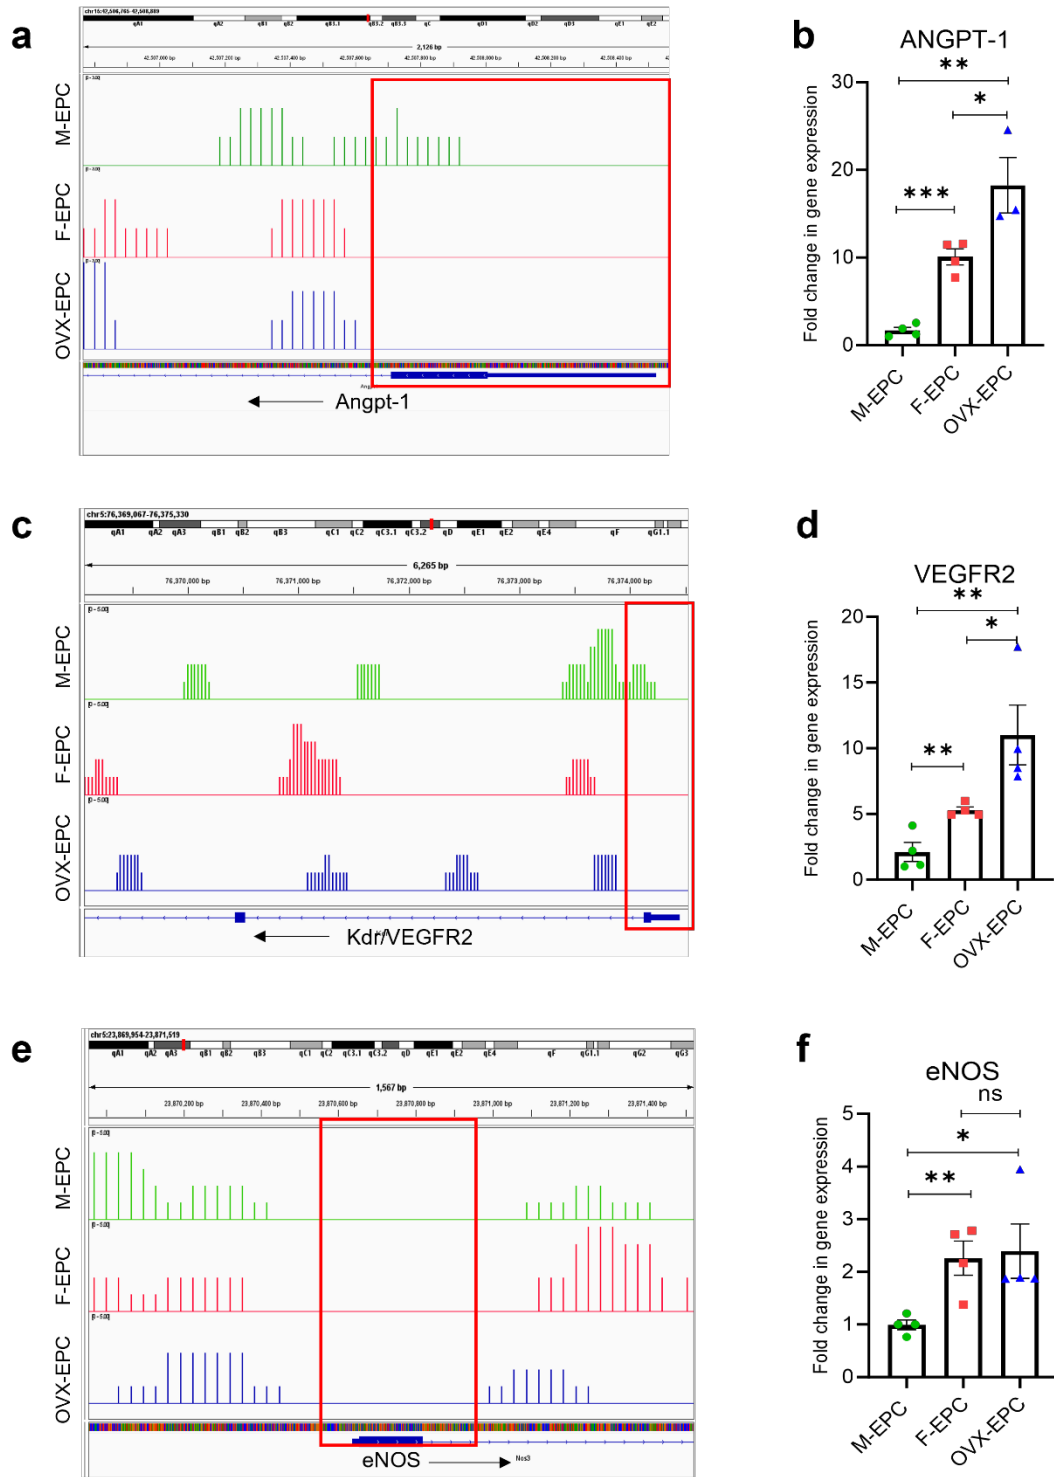

**Supplementary Figure 8- H3K9me3 occupancy on proangiogenic genes.** IGV browser screenshot of H3K9me3 occupancy on the genomic region of Angpt-1 (**a**), Tie-2/Tek (**b**), VEGF-A (**e**), VEGFR-2/Kdr (**f**), and eNOS/NOS3 (**i**) in M-EPCs, F-EPCs and OVX-EPCs.

Gene expression of Angpt-1 (c), Tie-2/Tek (d), VEGF-A (g), VEGFR-2/Kdr (h), and eNOS/NOS3 (j) in M-EPCs, F-EPCs and OVX-EPCs. \*P<0.01; \*\*P<0.001; \*\*\*P<0.0005.

Data shown as mean  $\pm$  s.e.m.

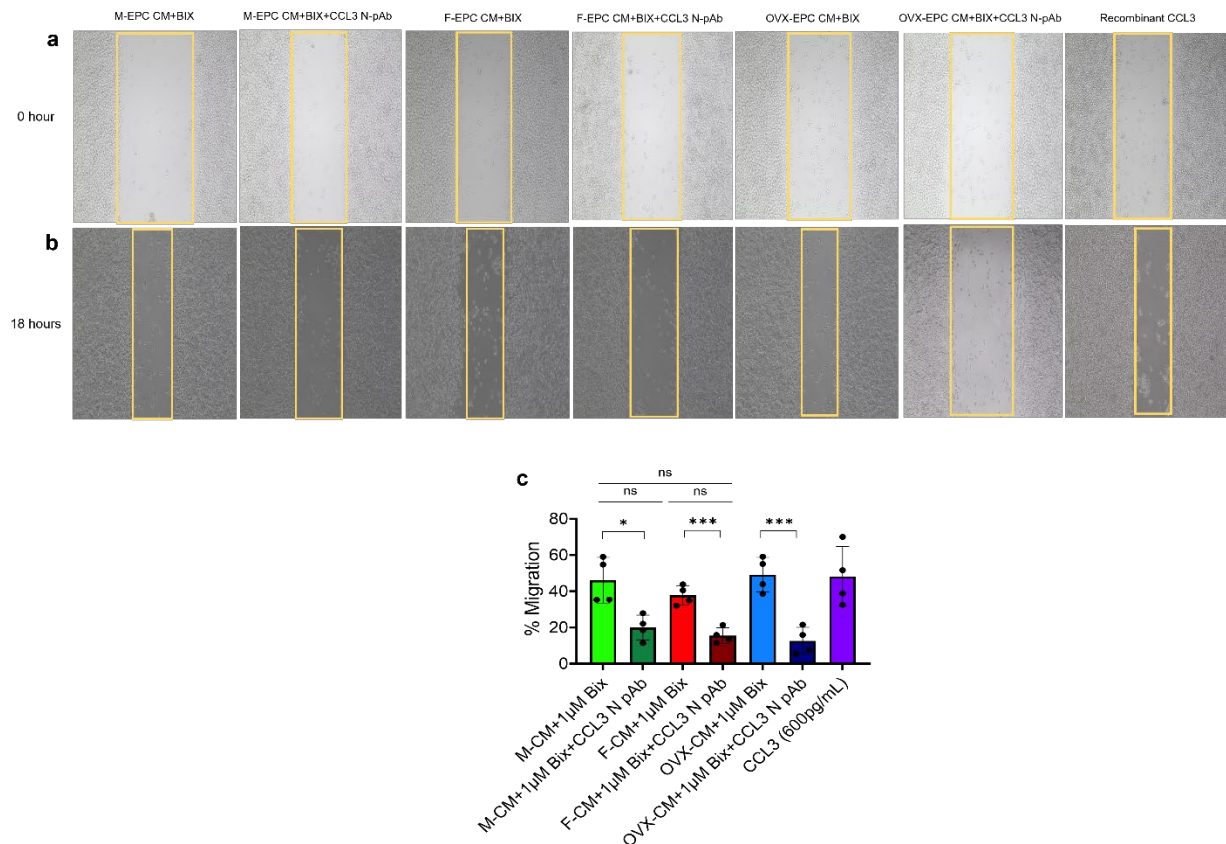

**Supplementary Figure 9- Effect of BIX-01294 on sex dimorphic EPC secretome to promote monocyte migration. a, b & c, CMs from BIX-01294 treated differential EPCs promoted migration of Raw 264.7 cells in an *in vitro* scratch wound model. Neutralization of CCL3 in the BIX-treated CMs resulted in significant inhibition of monocyte migration at 18 hours. The addition of recombinant CCL3 (600 pg/mL) promoted the migration of monocytes equivalent to BIX-treated EPCs CMs. \*P<0.01; \*\*P<0.001; \*\*\*P<0.0005. 400 $\times$  magnification. Data shown as mean  $\pm$  s.e.m.**

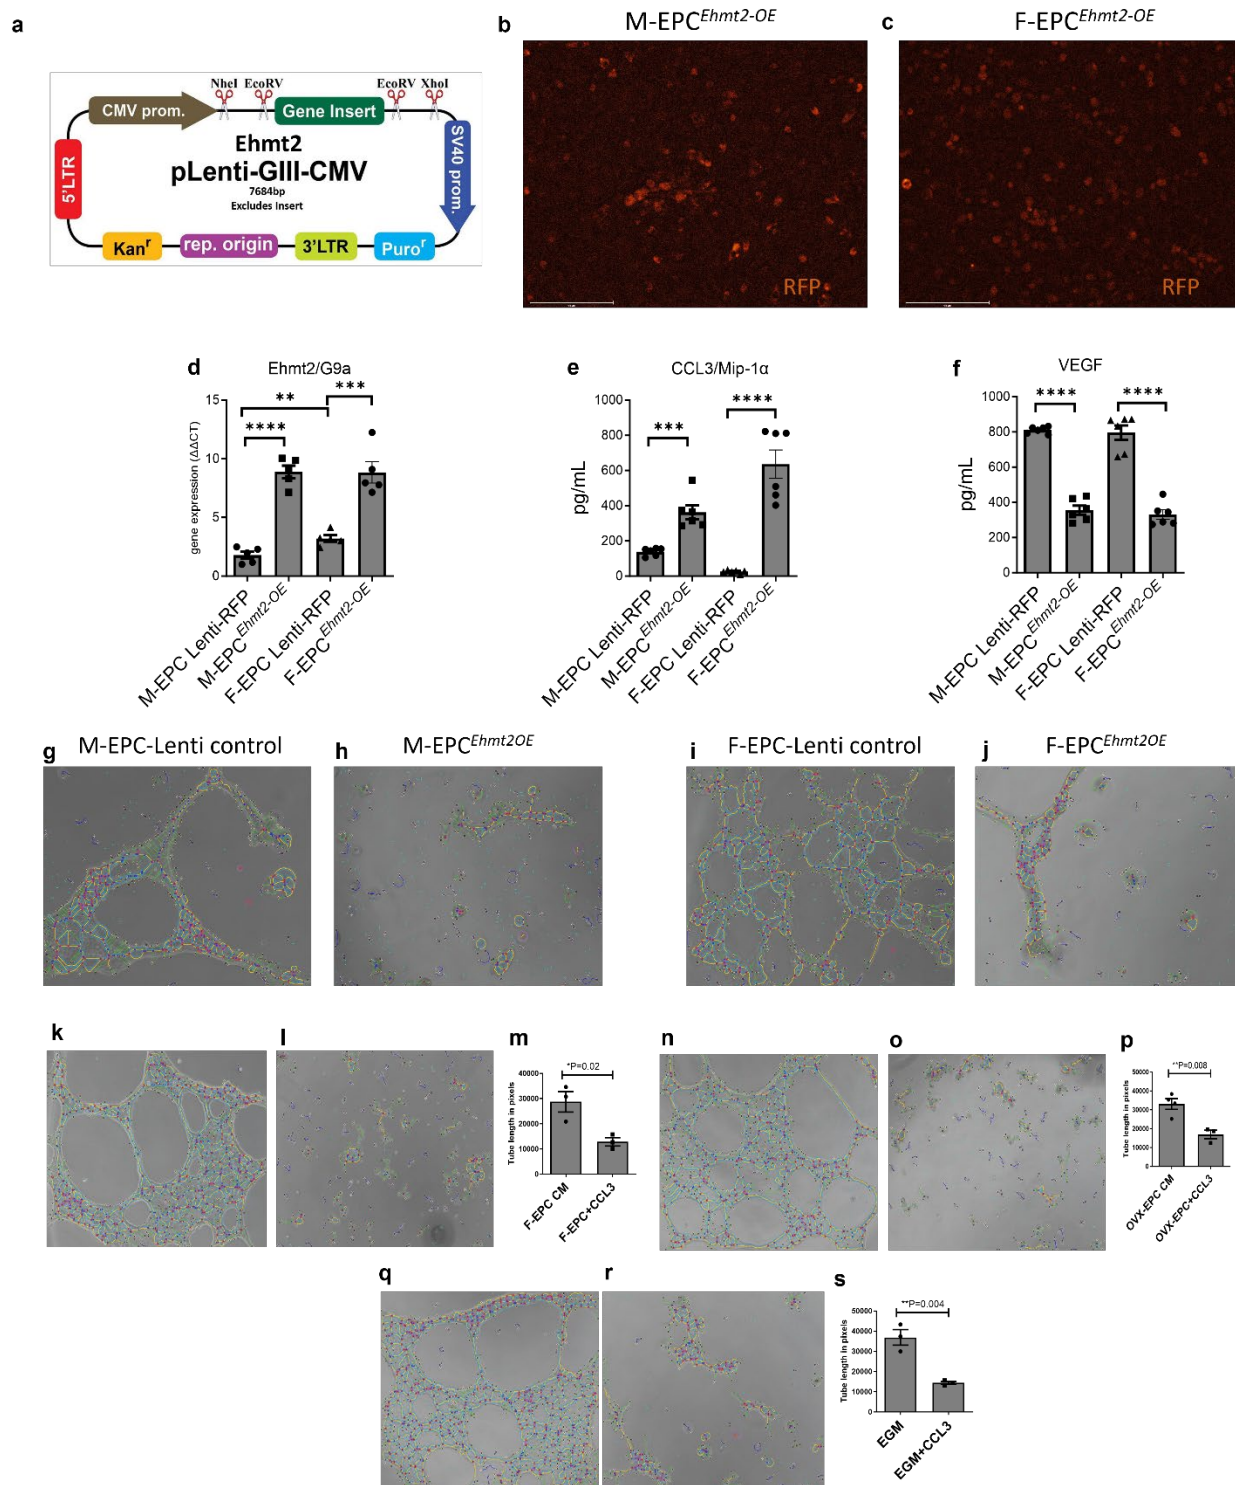

**Supplementary Figures 10 – Effects of G9a overexpression in EPCs.** **a**, Sequence map of CCL3-specific piLenti-overexpression vector. **b**, **c**, confirmation of transfection and

overexpression of G9a in M-EPCs and F-EPCs by RFP expression post 72 hours. Confirmation of G9a gene expression in M-EPCs and F-EPCs by RT-PCR (d). Secretion of CCL3 (e) and VEGF (f) in M-EPCs – Lenti control, M-EPC<sup>Ehmt2-OE</sup>, F-EPCs - Lenti control and F-EPC<sup>Ehmt2-OE</sup>. CM from M-EPC<sup>Ehmt2-OE</sup> (h) and F-EPC<sup>Ehmt2-OE</sup> (j) showed impaired tube formation compared with M-EPC – Lenti control (g) and F-EPC – Lenti control (i). 1000× magnification. Data shown as mean ± s.e.m.

**CCL3 is a potent inhibitor of angiogenesis.** F-EPC CM (k, m), OVX-EPC CM (n, p) and EGM (q, s) efficiently promoted tube formation of MCECs. Addition of CCL3 (100 pg/mL) in F-EPC CM (l, m), OVX-EPC CM (o, p), or EGM (r, s) significantly inhibited tube formation compared with CMs without CCL3. \*P<0.01; \*\*P<0.001. 1000× magnification. Data shown as mean ± s.e.m.

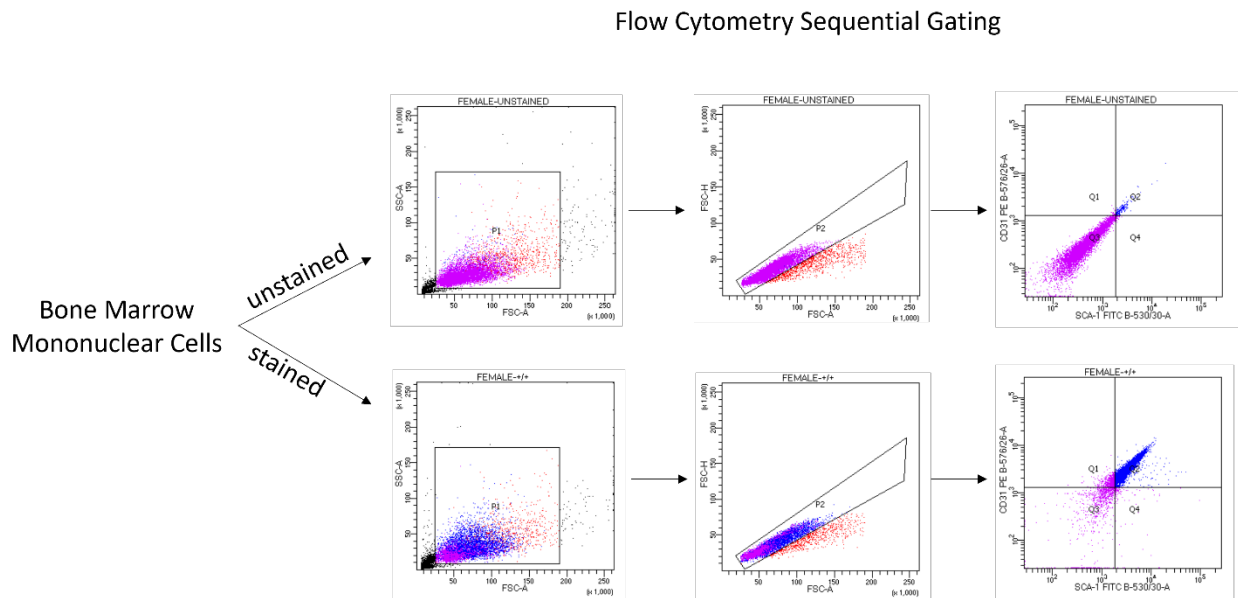

**Supplementary Figure 11 – Graphical sequential gating strategy for flow cytometry analysis.** Graphical abstract showing the sequential gating strategy for bone marrow

mononuclear cells (BMMNCs) isolated from male, female and OVX mice. Strategy shows gating for unstained BMMNC as well as for BMMNCs stained with CD31-PE and Sca-1-FITC antibodies.

**Supplementary Table 1: qRT-PCR primer sequences (Mouse)**

|              | List of primers (Mouse)      |                               |                                   |
|--------------|------------------------------|-------------------------------|-----------------------------------|
| Gene Symbol  | Forward                      | Reverse                       | SOURCE                            |
| VEGF-A       | AGGCTGCTGTAACGATGAAG         | TCTCCTATGTGCTGGCTTTG          | INTEGRATED DNA TECHNOLOGIES, INC. |
| VEGFR 2      | GAGCTCTCCGTGGATCTGAA<br>A    | AACAAAGCCTGAGCTGGCAG          | INTEGRATED DNA TECHNOLOGIES, INC. |
| Angpt-1      | AACCGAGCCTACTCACAGTA<br>CG   | GCATCCTTCGTGCTGAAATCG<br>G    | INTEGRATED DNA TECHNOLOGIES, INC. |
| eNOS         | TCTGCGGCGATGTCACTATG         | CATGCCGCCCTCTGTTG             | INTEGRATED DNA TECHNOLOGIES, INC. |
| IL1 $\beta$  | TGGACCTTCCAGGATGAGGA<br>CA   | GTTTCATCTCGGAGCCTGTAGT<br>G   | INTEGRATED DNA TECHNOLOGIES, INC. |
| IFN $\gamma$ | GGAGGAACTGGCAAAAGGA<br>TG    | GACCTGTGGGTTGTTGACCT          | INTEGRATED DNA TECHNOLOGIES, INC. |
| TNF $\alpha$ | GGCTGCCCCGACTACGT            | AGGTTGACTTTCTCCTGGTAT<br>GAGA | INTEGRATED DNA TECHNOLOGIES, INC. |
| CCL3         | ACTGCCTGCTGCTTCTCCTA<br>CA   | ATGACACCTGGCTGGGAGCA<br>AA    | INTEGRATED DNA TECHNOLOGIES, INC. |
| CCL5         | CCTGCTGCTTTGCCTACCTC<br>TC   | ACACACTTGGCGGTTCTTCG<br>A     | INTEGRATED DNA TECHNOLOGIES, INC. |
| CXCL9        | CCTAGTGATAAGGAATGCAC<br>GATG | CTAGGCAGGTTTGATCTCCGT<br>TC   | INTEGRATED DNA TECHNOLOGIES, INC. |
| Arg-1        | AGGAGGACAGTCGCGTACA          | AGCTCGGCCGCGACA               | INTEGRATED DNA TECHNOLOGIES, INC. |
| IL-10        | TAAGGCTGGCCACACTTGAG         | GTTTTTCAGGGATGAAGCGGC         | INTEGRATED DNA TECHNOLOGIES, INC. |

# Supplementary material for: Epigenetic mechanisms regulate sex differences in cardiac reparative functions of bone marrow progenitor cells
**Source:** NPJ Regen Med. 2024 Apr 29;9:17. doi: 10.1038/s41536-024-00362-2

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).  
Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.  
For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------|
| Data collection | Data collection is described in the Methods section                                         |
| Data analysis   | Only public software and custom code were used to generate or process datasets in this work |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

|                                                            |
|------------------------------------------------------------|
| Data availability statement was included in the manuscript |
|------------------------------------------------------------|

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

N=3-12

Data exclusions

No data were excluded

Replication

Data was relicated at least 3 times

Randomization

Mice were randomized prior to MI or Sham surgery

Blinding

Blinded ECHO cardiography was performed

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing

Data exclusions

Non-participation

Randomization

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                      |
|--------------------------|----------------------|
| Study description        | <input type="text"/> |
| Research sample          | <input type="text"/> |
| Sampling strategy        | <input type="text"/> |
| Data collection          | <input type="text"/> |
| Timing and spatial scale | <input type="text"/> |
| Data exclusions          | <input type="text"/> |
| Reproducibility          | <input type="text"/> |
| Randomization            | <input type="text"/> |
| Blinding                 | <input type="text"/> |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                      |
|------------------------|----------------------|
| Field conditions       | <input type="text"/> |
| Location               | <input type="text"/> |
| Access & import/export | <input type="text"/> |
| Disturbance            | <input type="text"/> |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                      | Involved in the study                              |
|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------|
| Antibodies used | <input type="text" value="Antibodies used are described in the Methods section of the manuscript"/> |
| Validation      | <input type="text" value="Only manufacturer validated antibodies were used"/>                       |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                        |
|----------------------------------------------------------------------|----------------------------------------|
| Cell line source(s)                                                  | Mouse Cardiac Endothelial Cells (ATCC) |
| Authentication                                                       | Manufacturer authentication            |
| Mycoplasma contamination                                             | Compliance by manufacturer             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                    |

## Palaeontology and Archaeology

|                                                                                                                                                 |  |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Specimen provenance                                                                                                                             |  |
| Specimen deposition                                                                                                                             |  |
| Dating methods                                                                                                                                  |  |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |  |
| Ethics oversight                                                                                                                                |  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                    |
|-------------------------|----------------------------------------------------|
| Laboratory animals      | C57BL/6                                            |
| Wild animals            | n/a                                                |
| Reporting on sex        | Described in the Methods section of the manuscript |
| Field-collected samples | n/a                                                |
| Ethics oversight        | IACUC                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |  |
|-----------------------------|--|
| Clinical trial registration |  |
| Study protocol              |  |
| Data collection             |  |
| Outcomes                    |  |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                      |
|-----------------------|----------------------|
| Seed stocks           | <input type="text"/> |
| Novel plant genotypes | <input type="text"/> |
| Authentication        | <input type="text"/> |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253058">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253058</a> |
| Files in database submission                                       | FASTQ_CTAG; XLS                                                                                                                         |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Mapped using "makeUCSCfile"                                                                                                             |

### Methodology

|                         |                                                           |
|-------------------------|-----------------------------------------------------------|
| Replicates              | 2                                                         |
| Sequencing depth        | 11.4-37.6 million                                         |
| Antibodies              | H3K9me3 CHIP grade antibody; Cat no. 391691; Active Motif |
| Peak calling parameters | Performed using MACS2 software                            |
| Data quality            | FastQC                                                    |

Software

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Instrument

Software

Cell population abundance

Gating strategy

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Design specifications

Behavioral performance measures

Imaging type(s)

Field strength

Sequence &amp; imaging parameters

Area of acquisition

Diffusion MRI

☐ Used☐ Not used

### Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

### Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

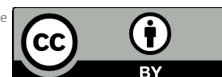

**Supplement:** Supplementary file 2 — Reporting summary

How the deposited data were processed for this re-analysis (not part of the article)

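RNA sequencing of M-EPCs, F-EPCs and OVX-EPCs was analysed, with 3 libraries per group and 9 libraries in all. Groups and replicate numbers were taken from the sample labels. The paper states HISAT2 for mapping, Cuffquant and Cuffnorm for quantification and DEseq for the comparisons, with a screen on a fold change of at least 2 and an FDR of 0.05. Its text does not name the genome build or the annotation used for these reads.

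The authors deposited a table for each of the 3 comparisons. For each gene and library the deposited signal is a normalized count, the number of reads divided by a size factor for the library that the authors set separately in each comparison. Whole reads were recovered for 100% of the values in every library. The reads recovered for the same library were identical in all 807, 435 and 292 genes that pairs of tables share. The authors also give a log2 fold change by their own fit, and a p-value with its adjusted p-value across the genes they tested. Only genes past the authors' screen are listed, which are 2093, 1317 and 811 genes. In the authors' tables the smallest absolute log2 fold change between M-EPCs and F-EPCs was 1.00 and the largest adjusted p-value was 0.0499. Genes outside the tables were not used here, so dispersion, normalization and multiple testing could not be assessed across all expressed genes.

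The comparisons had been designed for counts of all genes with edgeR's quasi-likelihood test. The design also stated that on tables of selected genes the count of genes is the authors' and limma serves as a description, and that normalized values are analysed by limma on log2 of the value plus 1. Limma 3.58.1 in R 4.3.3 was therefore fitted to the 6 libraries of each comparison, with a pseudocount of 1, no covariate, a filter on a mean of at least 1 in either group that removed no gene, and Benjamini-Hochberg adjustment over the listed genes. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Counts by direction, shared genes and annotated genes used the authors' listed genes. The genes named in the text were chosen by a rule set before the data were examined: 41 genes that the paper names from this experiment, measures in the same cells by another assay or that check the sex of the libraries, and the 5 genes with the largest change in each direction of each comparison. One of the genes named in the paper is not reported here. Ly6a and H2-M2 fall outside this rule and were chosen after their values were seen.

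Single genes were also compared by exact permutation tests, two-sided, whose smallest p-value for 3 libraries against 3 is 0.10, so they cannot pass 0.05. Directions within annotated gene sets were compared by Fisher's exact test, two-sided, with SciPy 1.17.1. Gene positions were matched by symbol to GENCODE annotation of GRCm38, which held 95.6%, 96.4% and 97.8% of the listed symbols. Immune system genes were the listed genes with at least 1 of 22 KEGG pathways in the authors' annotation. The list of pathways was written by hand after the tables and the paper's counts were known, and was not changed afterwards. Marker gene lists, 8 sets and 24 tests in all, were also written after the tables had been opened. Values of 21 of their 158 entries had been looked at before, so each test was repeated without those entries, and that result decides. This restriction was itself added after the results on the full lists had been seen. The last list, of dendritic cell and lymphocyte genes, was written last, to examine a single gene.

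The fit was tested on simulated data with 200 changed genes at a fold change of 4. Limma recovered between 199 and 200 of them with between 1 and 5 false calls, and gave the right direction for 200. Only genes with a mean of at least 10 were changed, at a dispersion of 0.02 and with known size factors. All other simulated genes were unchanged. The test therefore says nothing on genes near the floor or on lists where nearly all genes differ.

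Alternatives set before the data were examined were another pseudocount (0.1), filters on low values or counts, thresholds on FDR (0.01) and on absolute log2 fold change (2, or none), a replicate block, leaving out sex-chromosome genes, leaving out each library in turn, edgeR 4.0.16 with RLE and DESeq2 1.42.0 with its own size factors on the recovered reads. EdgeR with TMM, and edgeR and DESeq2 with the authors' size factors, were added after the tables had been opened. Figures were drawn with matplotlib 3.10.9.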

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

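All tests in this part were chosen only after the results they concern had been seen. The genes were picked as the largest change in each direction of each comparison in limma outside the genes the paper discusses and outside the sex chromosomes, and that rule was also written after the tables had been opened. The restriction of gene lists to genes not looked at before was added after the results on the full lists had been seen, and the p-values of the lists are unadjusted. All listed genes had been selected by the authors on the same 6 libraries, so leaving a library out shows only whether a single library carries a difference. Recomputed size factors moved the median log2 fold change by at most 0.63 in the comparisons of M-EPCs and raised it by at most 1.12 between F-EPCs and OVX-EPCs, shifts too small to remove any of the differences below, so the values given with other size factors are no evidence of robustness. They also come from edgeR or DESeq2 on recovered reads in place of limma, which moves them as well. Sequencing batch, gene length and GC content were not tested for any of the genes.

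Ccr7, a gene the paper does not discuss, was lower in M-EPCs than in F-EPCs, with a log2 fold change of -6.15 in limma and at least a 30.1-fold difference, since no M-EPC library had more than 1 read. With size factors recomputed on the listed genes, the log2 fold change closest to 0 was -7.55. Without the F-EPC library with the most reads (101) the adjusted p-value was 6.95e-04, and over all alternatives it ranged from 6.21e-18 to 0.00215. A different number of dendritic cells or lymphocytes is a candidate explanation that the data do not settle. Of the 9 other listed genes of that list 8 were lower in M-EPCs (Fisher's exact test, p = 0.0387), but 3 of the genes had been looked at before the list was written, and without them 5 of 6 were lower (p = 0.218). The difference cannot be told apart from a different mix of cells.

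Gbp2b, also outside the genes the paper discusses, was higher in M-EPCs than in F-EPCs, with a log2 fold change of 7.83. With other size factors the log2 fold change closest to 0 was 7.79, and without the M-EPC library with the most reads (422) the adjusted p-value was 0.00133, within a range from 1.05e-36 to 0.00282 over all alternatives. Reads of the paralog Gbp2 counted on Gbp2b would give 38.3 Gbp2b reads in the F-EPC libraries, from their 2093 Gbp2 reads, whereas 4 were seen. A response to type II interferon may contribute. Of the 27 other listed genes of that list not looked at before it was written, 27 were higher in M-EPCs (Fisher's exact test, p = 5.30e-09). This is a hypothesis found and tested on the same data, and the level of interferon in the cultures was not measured here.

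Against OVX-EPCs, Gbp2b was again higher in M-EPCs, with a log2 fold change of 6.40. The log2 fold change closest to 0 with other size factors was 6.68, and the adjusted p-value without the M-EPC library with the most reads was 0.00114, with a range from 4.58e-64 to 0.00225 over all alternatives. All 27 other genes of the type II interferon list not looked at before were higher in M-EPCs (Fisher's exact test, p = 3.33e-11), and the same candidate explanation applies. The M-EPC libraries are those of the comparison with F-EPCs, so the 2 results are not independent.

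Selp, which the paper does not discuss, was lower in M-EPCs than in OVX-EPCs, with a log2 fold change of -6.77. With other size factors the value closest to 0 was -6.34, and without the OVX-EPC library with the most reads (277) the adjusted p-value was 0.00167, where the alternatives ranged from 1.50e-28 to 0.00333. A smaller number of cells of the megakaryocyte lineage in the M-EPC cultures is a candidate explanation. Of the listed megakaryocyte and platelet genes not looked at before, 11 of 11 were lower in M-EPCs (Fisher's exact test, p = 0.00360). Lower expression in each cell would give the same values, and bulk RNA cannot separate the 2 explanations.

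H2-M2, which is outside the genes the paper discusses and was chosen after its values were seen, was lower in F-EPCs than in OVX-EPCs, with a log2 fold change of -4.26, from 5, 0 and 0 reads in F-EPC libraries. With other size factors the value closest to 0 was -3.17, and without the OVX-EPC library with the most reads (39) the adjusted p-value was 0.0125, and the alternatives ranged from 6.86e-07 to 0.0131. Of the 15 listed genes of the type II interferon list not looked at before, 15 were lower in F-EPCs (Fisher's exact test, p = 0.00420), so a difference in the response to type II interferon may contribute. All 6 other listed H2 genes were lower in F-EPCs too, which by itself does not separate shared reads from regulation of the family together. If the H2-M2 reads were reads of another listed H2 gene, that gene's fall would leave at least 16.6 H2-M2 reads in the F-EPC libraries, where 5 were seen. With 5, 0 and 0 reads, the F-EPC libraries are too close to the floor to exclude reads of these genes. Reads shared with genes outside the tables were not examined, and the difference cannot be told apart from those.

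ENSMUSG00002076173, which the paper does not discuss, was higher in F-EPCs than in OVX-EPCs, with a log2 fold change of 3.91. With other size factors the value closest to 0 was 6.00. A single library held most of the reads, 2876 in F-EPC replicate 1 against 265 and 124 in the others. Without that library the log2 fold change was 2.56 and the adjusted p-value 0.0305, so the reads of this library do not carry the call. The call was lost without OVX-EPC replicate 2 (adjusted p = 0.0926) and without OVX-EPC replicate 3 (adjusted p = 0.0754), and over the alternatives the adjusted p-value ranged from 3.12e-05 to 0.0926. No biological explanation was tested.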

How the results depend on the processing

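The splits of the libraries and the comparison of replicate numbers were chosen as tests only after the results had been seen, as were edgeR with TMM and both fits with the authors' size factors.

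For each comparison, the count of called genes was within 1.5 times its value in limma under an FDR of 0.01, no fold change limit, a pseudocount of 0.1, a mean value of at least 10, a replicate block and without sex-chromosome genes. Leaving out each library in turn gave from 1864 to 1913 genes between M-EPCs and F-EPCs, from 1208 to 1235 between M-EPCs and OVX-EPCs and from 724 to 755 between F-EPCs and OVX-EPCs. Dropping the filter on low values could not move the counts, since the filter removed no gene. An absolute log2 fold change of at least 2 gave 738, 574 and 300 genes in the 3 comparisons. At least 10 counts in every sample gave 1310, 746 and 505 genes, a filter that removes genes absent from a group. Between F-EPCs and OVX-EPCs, recomputed size factors gave 355 genes with edgeR's TMM, 355 with edgeR's RLE and 380 with DESeq2. The median log2 fold change of the listed genes moved by 1.11, 1.12 and 1.12 under these settings. TMM, RLE and DESeq2 take most genes as unchanged, which selected genes are not, and the authors' size factors rest on genes not used here.

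Among the genes listed by the authors with an absolute log2 fold change of at least 2 in their tables, those higher in the first-named group numbered 326, 123 and 73, the immune system genes higher in it 34, 18 and 12, and the genes shared between the comparisons of M-EPCs 334. The cause was not tested. The share of called genes that were higher in M-EPCs than in F-EPCs was 54.8% with edgeR's TMM, 39.5% with RLE and 37.2% with DESeq2, and that against OVX-EPCs was 48.4%, 54.3% and 52.6%. With at least 10 counts in every sample these shares were 53.3% and 55.1%. Between F-EPCs and OVX-EPCs the larger part changed from lower to higher in F-EPCs, with 65.9% under both edgeR settings and 67.1% under DESeq2. The median log2 fold change moved by 0.11, -0.30 and -0.35 between M-EPCs and F-EPCs, and by 0.27, 0.60 and 0.63 between M-EPCs and OVX-EPCs, with TMM, RLE and DESeq2.

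Of the 41 genes set before the data were examined, 31, 25 and 17 were listed in the 3 comparisons, and 31, 25 and 17 were called whether adjusted over all listed genes or over this list, which shows no stability. The named genes gave 97 pairs of a gene and a comparison, for 46 genes. Over all alternatives 1532 values were computed, of which 31 lost the call, 0 gained it and 0 changed direction. Of the 31, 14 were among the fits that left out a library. Ccl7 and Pdgfa between M-EPCs and OVX-EPCs, and Ccl5 and Cxcl10 between F-EPCs and OVX-EPCs, fell under a log2 fold change of 1 with each of the recomputed size factors. Ccl5 between F-EPCs and OVX-EPCs also fell under 1 without F-EPC replicate 3, and Cxcl10 without OVX-EPC replicate 1. The other values lost were those of Nos2, Mdk and Gm4798 between M-EPCs and F-EPCs, of Igfbp5 between M-EPCs and OVX-EPCs and of ENSMUSG00002076173 between F-EPCs and OVX-EPCs.

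Libraries share replicate numbers across groups. The mean correlation of deviations between libraries of the same number was 0.0059, 0.0125 and 0.0182 in the 3 comparisons, and a replicate block gave 2003, 1288 and 781 genes. The 6 libraries of a comparison can be split into 3 against 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 3 others, and of these 4 splits 1, the real split, gave as many called genes, in each of the 3 comparisons. The other 6 splits part 1 pair. All 9 other splits called 0 genes, with between 0 and 16 genes at an unadjusted p-value under 0.05. Since the listed genes were selected on the real split, and 4 splits cannot give a share under 0.05, this does not rule out a grouping by chance.

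A fit of all 9 libraries was not run, because only genes listed in more than 1 table have values in all of them, and that selects on the outcome. Matching genes by identifier was not run, because the tables name most genes by symbol only. EdgeR and DESeq2 with the authors' size factors, added after the data were examined, gave 1853 and 2093 genes between M-EPCs and F-EPCs, 1183 and 1317 between M-EPCs and OVX-EPCs, and 724 and 811 between F-EPCs and OVX-EPCs. Depth limits genes with few reads: for 3 reads or fewer in each library of a group, only a lower bound of the fold can be given. The 10 genes with the most reads held between 31.0% and 53.0% of the reads on listed genes of a library.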

Differences from the paper's values

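The log2 fold change of Kdr between M-EPCs and F-EPCs was -2.38 in limma, against the paper's -3.3. None of the alternatives set before the data were examined closed the gap, with values from -2.75 with DESeq2's own size factors to -2.30 without M-EPC replicate 3. The authors' table gives -2.39.

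Immune system genes higher in M-EPCs than in F-EPCs numbered 91, against the paper's 381. Those higher in M-EPCs than in OVX-EPCs numbered 52, against the paper's 310. Those higher in F-EPCs than in OVX-EPCs numbered 31, against the paper's 106. None of the alternatives set before the data were examined closed these gaps. Ways of counting chosen after seeing the values reached them: pairs of a gene and a pathway in both directions numbered 381 and 310 in the comparisons of M-EPCs, and distinct genes in both directions numbered 106 between F-EPCs and OVX-EPCs.

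For Ifng, H19, Des, Igfbp5, Edil3, Stmn2, Itgb2l, Ly6a2 and Spa17 a group was at the floor of 3 reads, so only lower bounds were compared with the paper's values, and none of the bounds was above the paper's fold.

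The paper gives Gata2, Angpt1, Cxcl5, Vwf and Kdr as the genes most strongly lower in M-EPCs than in F-EPCs. In limma Ccr7 (-6.15) and Selp (-6.11) were lower than Gata2. By absolute log2 fold change in the authors' table, over genes of both directions, Mcpt8 ranked 8, Ccr7 11, Selp 26, Gata2 37 and Kdr 608. By the p-value Vwf shared rank 1. The paper gives Il1b, Cxcl9, Ccl5 and Cxcl10 among the top genes higher in M-EPCs than in OVX-EPCs, whereas Gbp2b had 6.40 and 4 chromosome Y genes had more. Among the genes lower in F-EPCs than in OVX-EPCs, Ccl8 (-4.59) took a place among the first 5 in limma that the paper gives to Stmn2, whereas by absolute log2 fold change in the authors' table the paper's genes H19, Des, Igfbp5, Edil3 and Stmn2 ranked 1 to 5. Among the genes higher in F-EPCs, ENSMUSG00002076173 (3.91), Gm4798 (3.42) and 5430437J10Rik (3.33) took places in limma that the paper gives to Itgb2l, Ly6a2 and Spa17. By absolute log2 fold change in the authors' table ENSMUSG00002076173 ranked 32, between Itgb2l (29) and Ly6a2 (33), while Gm4798 (81) and 5430437J10Rik (106) ranked behind all 5 of the paper's genes, of which the last was Cd300e (58).

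The paper states that the genes lower in M-EPCs are identical in its comparisons with F-EPCs and with OVX-EPCs. Of 1051 and 768 such genes, 459 were shared. The 5 genes the paper names were lower in M-EPCs in both comparisons. The paper equates Ly6a2 with Sca-1, while RefSeq gives Sca-1 as a synonym of Ly6a, a separate gene with a log2 fold change of 1.31 between F-EPCs and OVX-EPCs. The paper relates leukocyte terms to M-EPCs, but 34 of 81 leukocyte migration genes were higher in M-EPCs than in F-EPCs and 14 of 57 were higher than in OVX-EPCs. It states lower numbers of such genes between F-EPCs and OVX-EPCs, and the number of leukocyte migration genes was lower there (42, against 81 and 57), but their share of the annotated genes, 6.60%, did not differ from 5.95% and 6.52%. The paper relates extracellular matrix terms to F-EPCs, and 46 of 54 such genes were lower in F-EPCs. The paper names Ifng, Ccl5, Ccl8, Cxcl9 and Cxcl10 among its top genes, and in the authors' table Ccl5 ranked 90 by p-value while Ifng ranked 1067. By absolute log2 fold change in the same table Ifng ranked 19, Cxcl9 69, Ccl8 75 and Cxcl10 278.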

Other observations

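All tests in this part were chosen only after the results they concern had been seen. Marker sets were written after the tables had been opened, 24 tests were made, and the p-values below are adjusted over them and use only genes not looked at before the sets were written, unless stated. This restriction was added after the results on the full sets had been seen. The type II interferon response genes and the stromal and muscle genes, lower in F-EPCs than in OVX-EPCs, stayed lower with size factors recomputed by edgeR's TMM, edgeR's RLE and DESeq2, which raise the values in that comparison. For genes higher in F-EPCs than in OVX-EPCs, and in the comparisons of M-EPCs, where the median log2 fold change moved by at most 0.63, the recomputed size factors could not reverse a direction, so they show nothing there. No direction is given for megakaryocyte and dendritic cell and lymphocyte genes between F-EPCs and OVX-EPCs. Genes are not independent replicates. The median log2 fold changes below are over all listed genes of a set.

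Megakaryocyte and platelet genes were lower in M-EPCs than in F-EPCs for 11 of 11 genes (adjusted p = 0.00457) and than in OVX-EPCs for 11 of 11 (adjusted p = 0.0123), with median log2 fold changes of -4.09 and -5.10. Fewer cells of the megakaryocyte lineage in the M-EPC cultures may explain this. Basophil and mast cell genes were lower than in F-EPCs for 7 of 7 genes (adjusted p = 0.0338), with a median log2 fold change of -4.19. Against OVX-EPCs all 7 were lower too, but Fisher's exact test did not pass after adjustment (adjusted p = 0.0850). It did with all 10 listed genes of the set (adjusted p = 0.0135), whose median log2 fold change was -4.62. With 7 genes no outcome in that direction gives a smaller p-value, since 768 of the 1317 listed genes are lower in M-EPCs. The test on the 7 genes therefore could not decide, and fewer cells of the basophil and mast cell lineages remain undecided there. Expression in each cell and the number of cells cannot be separated in bulk RNA.

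The genes used to mark endothelial cells were too few to decide whether the M-EPC cultures held fewer endothelial cells. Against F-EPCs 2 of 3 genes were lower (adjusted p = 1) and against OVX-EPCs 2 of 2 (adjusted p = 0.684). With all listed genes of the set, 4 of 5 and 4 of 4 were lower (adjusted p = 0.473 and 0.205).

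Neutrophil genes were higher in F-EPCs than in OVX-EPCs for 5 of 6 genes (adjusted p = 0.0311), with a median log2 fold change of 2.96, so more cells of the neutrophil lineage in the F-EPC cultures are a candidate explanation. In M-EPCs 10 of 10 were lower than in F-EPCs (adjusted p = 0.00765) and 7 of 7 lower than in OVX-EPCs (adjusted p = 0.0850), with median log2 fold changes of -3.64 and -3.81. Against OVX-EPCs 7 of 7 is again the most extreme outcome in that direction, so the test could not decide. Stromal and muscle genes were lower in F-EPCs than in OVX-EPCs for 8 of 8 genes, which did not pass after adjustment (adjusted p = 0.106). No outcome in that direction could have passed with 8 genes, since 556 of the 811 listed genes are lower in F-EPCs. All 11 listed genes passed (adjusted p = 0.0363), with a median log2 fold change of -2.39. More stromal or muscle cells in the OVX-EPC cultures remain undecided. Against M-EPCs, 4 of 4 stromal and muscle genes were lower in M-EPCs than in OVX-EPCs (adjusted p = 0.232) and 3 of 4 higher in M-EPCs than in F-EPCs (adjusted p = 0.526). Dendritic cell and lymphocyte genes were lower in M-EPCs than in OVX-EPCs for 10 of 10 genes (adjusted p = 0.0179), with a median log2 fold change of -2.62.

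Type II interferon response genes were higher in M-EPCs than in F-EPCs for 28 of 28 genes (adjusted p = 2.11e-08) and than in OVX-EPCs for 28 of 28 (adjusted p = 3.32e-10), and lower in F-EPCs than in OVX-EPCs for 15 of 15 (adjusted p = 0.0126). Their median log2 fold changes were 3.52, 2.34 and -2.02. Type I interferon response genes were higher in F-EPCs than in OVX-EPCs for 19 of 19 genes (adjusted p = 2.12e-09) and higher in M-EPCs than in OVX-EPCs for 16 of 16 (adjusted p = 4.38e-06), with median log2 fold changes of 1.66 and 1.64. Between M-EPCs and F-EPCs, 2 of 6 were higher (adjusted p = 0.824). A response to type II interferon that is strongest in M-EPCs, and a response to type I interferon that is weakest in OVX-EPCs, are candidate explanations found on the same data. The genes of a set are induced together, and many type II genes also answer to other signals.

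The sex of the libraries was checked, since a mislabelled sample could give differences between M-EPCs and the other groups. For 9 of 9 libraries the reads on 4 chromosome Y genes and Xist went with the label. The check cannot separate F-EPCs from OVX-EPCs.

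The paper's counts of immune system genes may come from different units. Annotations of genes to pathways counted in both directions numbered 381 between M-EPCs and F-EPCs, 310 between M-EPCs and OVX-EPCs and 215 between F-EPCs and OVX-EPCs. Distinct genes counted in both directions numbered 214, 160 and 106. The first unit equals the paper's count in the comparisons of M-EPCs and the second in that of F-EPCs with OVX-EPCs. The list of pathways was written when the paper's counts were known and was the only list tried for this class.

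The paper's counts of differentially expressed genes equal the lines of each table with its header, which are 2094, 1318 and 812. The header line counted as a gene could explain this, and so could a gene left out of each table, which cannot be told apart.

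The variance between replicate libraries, as a mean of the ratios of single genes, was between 2.68 and 4.51 times counting noise at means of 5 to 1000. For genes with a mean over 1000 the measure was another, the mean variance over the mean counting variance. A few genes can dominate it. It lay between 9.95 and 186 and cannot be set beside the ratios at lower means. The median of SD over mean was between 2.92% and 5.44% for these genes. Several reads from the same original molecule may add to the variance. The ratio at means of 100 to 1000 was 1.36 times that at means of 5 to 20. The selection of the listed genes also shapes it, so this cannot be told. Both mates of a read pair counted would make nearly all counts even, and 50.2% of counts of at least 20 were even.

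Of the 435 genes that differ in M-EPCs and in OVX-EPCs against F-EPCs, 396 had an OVX-EPC level on the M-EPC side of the F-EPC level. A shift of OVX-EPCs towards M-EPCs may explain this, but the same F-EPC libraries enter both comparisons and would also give it, so the explanations cannot be told apart.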
